# Malat1 deficiency prevents neonatal heart regeneration by inducing cardiomyocyte binucleation

**DOI:** 10.1172/jci.insight.162124

**Published:** 2023-03-08

**Authors:** Galip S. Aslan, Nicolas Jaé, Yosif Manavski, Youssef Fouani, Mariana Shumliakivska, Lisa Kettenhausen, Luisa Kirchhof, Stefan Günther, Ariane Fischer, Guillermo Luxán, Stefanie Dimmeler

**Keywords:** Cardiology, Cell Biology, Cardiovascular disease, Noncoding RNAs

## Abstract

The adult mammalian heart has limited regenerative capacity, while the neonatal heart fully regenerates during the first week of life. Postnatal regeneration is mainly driven by proliferation of preexisting cardiomyocytes and supported by proregenerative macrophages and angiogenesis. Although the process of regeneration has been well studied in the neonatal mouse, the molecular mechanisms that define the switch between regenerative and nonregenerative cardiomyocytes are not well understood. Here, using in vivo and in vitro approaches, we identified the lncRNA Malat1 as a key player in postnatal cardiac regeneration. Malat1 deletion prevented heart regeneration in mice after myocardial infarction on postnatal day 3 associated with a decline in cardiomyocyte proliferation and reparative angiogenesis. Interestingly, Malat1 deficiency increased cardiomyocyte binucleation even in the absence of cardiac injury. Cardiomyocyte-specific deletion of Malat1 was sufficient to block regeneration, supporting a critical role of Malat1 in regulating cardiomyocyte proliferation and binucleation, a landmark of mature nonregenerative cardiomyocytes. In vitro, Malat1 deficiency induced binucleation and the expression of a maturation gene program. Finally, the loss of hnRNP U, an interaction partner of Malat1, induced similar features in vitro, suggesting that Malat1 regulates cardiomyocyte proliferation and binucleation by hnRNP U to control the regenerative window in the heart.

## Introduction

During the first week of life, mice are able to regenerate injured myocardium (1, 2). Similar to other species with regeneration capabilities, regeneration of the murine postnatal heart is achieved by the proliferation of existing cardiomyocytes (1, 3, 4). The infiltration of proregenerative immune cells (5), angiogenesis and arteriogenesis (6), and innervation of the cardiac tissue (7) contribute to this transient regenerative capacity. After this period, even though there is DNA synthesis in cardiomyocytes, it is mostly associated with multinucleation (8). Particularly, the emergence of polyploid or binucleated cardiomyocytes has been proposed as the cause for the loss of the regenerative capacity of zebrafish and murine postnatal regeneration (9, 10). Also, in larger mammals and humans, cardiomyocytes are transitioning from a mononucleated and proliferative state to multinucleation throughout life (11–13). Several studies have addressed the mechanisms underlying the decline in regeneration and have reported transcriptional and metabolic mechanisms accounting for the loss of cardiomyocyte proliferation (14). The metabolic reprogramming of cardiomyocytes by ErbB2 is essential for cardiomyocyte proliferation in the regenerative heart (15, 16). Furthermore, an active form of the Hippo pathway effector Yap promotes cardiac regeneration by activating the expression of embryonic and proliferative gene expression programs (17). Also, small noncoding microRNAs such as miR-15 (2), miR-199 (18), and miR-34a (19) regulate cardiomyocyte proliferation.

The human genome contains from 16,000 up to 100,000 long noncoding RNAs (lncRNAs) (20, 21). lncRNAs are defined as transcripts longer than 200 nucleotides that are not translated into proteins (22). They can regulate the expression of other genes (23) and are expressed in a cell type–specific manner (22). In cardiomyocytes, different lncRNAs like CRRL, CAREL, CPR, or LncDACH1 can regulate proliferation, while others like CARL, Sirt1, Meg3, or H19 have been reported to regulate cardiomyocyte apoptosis, affecting cardiac injury and repair (reviewed in ref. 24). Malat1 is a lncRNA that is highly expressed in different organs, including the heart (25, 26). Previous studies have shown that Malat1 regulates the balance between proliferation and migration of endothelial cells, controlling vessel growth (27), and that its deficiency induces atherosclerotic lesion formation in mice (28). In the adult mouse, Malat1 has been shown to induce cardiomyocyte apoptosis (29) and fibrosis (30) after myocardial infarction (MI). Furthermore, Malat1 has been discussed as a potential biomarker after acute MI (31, 32). However, its role in neonatal heart regeneration has not been studied to the best of our knowledge.

## Results

### Malat1 deficiency prevents postnatal heart regeneration.

To gain first insights into a putative role of Malat1 in cardiac regeneration, we analyzed Malat1 expression in postnatal regenerating cardiomyocytes compared with adult cardiomyocytes. This analysis shows that Malat1 expression was significantly reduced in adult mature nonregenerative cardiomyocytes on postnatal day 56 (P56) when compared with neonatal proliferative regenerative cardiomyocytes on P1 (Figure 1A). These data raised the hypothesis that reduced Malat1 expression in adult mice might contribute to the limited cardiac regenerative capacity.

To test this hypothesis, we further studied the role of Malat1 in heart regeneration by inducing MI in 3-day-old (P3) *Malat1^–/–^* and *Malat1^+/+^* neonates by surgical occlusion of the left anterior descending (LAD) artery (33) (Figure 1B). Although neonatal mice are able to regenerate the myocardium 3 weeks after MI, we still detected some degree of scarring around the injury site. This finding is consistent with previous studies (1, 2). Malat1 deficiency significantly increased scar size 1 week and 3 weeks after MI. The heart of *Malat1^–/–^* mice showed higher fibrotic areas than the control littermates, both 1 week after MI (Figure 1, C and D) and 3 weeks after MI (Figure 1, E and F). Likewise, *Malat1^–/–^* mice showed impaired cardiac function, as assessed by significantly decreased ejection fraction 21 days after MI when compared with *Malat1^+/+^* mice (Figure 1, G and H, and Supplemental Videos 1 and 2; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.162124DS1). These observations indicate that Malat1 is required for neonatal cardiac regeneration. Interestingly, we did not detect an increase in cell death in the hearts of *Malat1^–/–^* mice 1 week after MI (Figure 1, I and J).

To better understand the reduced regenerative capacity of *Malat1^–/–^* hearts, we characterized the cardiac phenotype 1 week after MI (Figure 2A). Although Malat1 deficiency has been linked to enhanced CD45^+^ cell infiltration in atherosclerotic lesions (28), *Malat1^–/–^* mice showed levels of CD45^+^ cells in the myocardium that were similar to those of control littermates (Figure 2, B and C). Furthermore, Malat1 is known to regulate endothelial cell function and vessel growth (27). Analysis of the microcirculation, both in the border and remote areas of the myocardium 1 week after MI, revealed reduced endothelial cell proliferation both in the border and remote zones (Figure 2, D and E), while vascular density was only reduced in the border zone (Figure 2, D and E). Since cardiomyocyte proliferation is indispensable for heart regeneration in neonatal mice (1), we additionally studied the effect of Malat1 deficiency on cardiomyocyte proliferation. Histological analysis revealed a reduction in the number of phospho-histone H3–positive (PH3-positive) cardiomyocytes in the border zone of the myocardium after MI and no differences in the remote zone (Figure 2, F and G). Of note, PH3 immunostaining is not sufficient to distinguish bona fide cardiomyocyte division from binucleation (34). To overcome this issue, we analyzed Aurora B–positive events in cardiomyocyte midbodies. Positioning of the Aurora B–positive midbody is a marker of a dividing cardiomyocyte. *Malat1^–/–^* hearts showed a reduction in Aurora B events in cardiomyocytes in the border zone of the myocardium after MI (Figure 2, H and I). Together, these observations show impaired proliferation in cardiomyocytes and endothelial cells in the heart of *Malat1^–/–^* mice after MI.

### Malat1 deficiency increases cardiomyocyte binucleation.

In order to understand whether the deletion of Malat1 has an effect on the heart at baseline that could inhibit regeneration, we studied the hearts on P3, the same day when we had previously induced MI in the mice. We did not detect obvious macroscopic differences between mutant and control hearts (Figure 3A); heart weight, body weight, and the heart weight to body weight ratio were not affected (Figure 3B), and vascular density was not altered at this stage (Figure 3, C and D). Analysis of isolated cardiomyocytes, however, revealed an increase in the percentage of binucleated cardiomyocytes in *Malat1^–/–^* hearts on P1 and P3 (Figure 3, E and F). Interestingly, the difference between *Malat1^–/–^* and wild-type mice disappeared on P7 when approximately 40% of cardiomyocytes also acquired a binucleated state in wild-type mice (Figure 3, E and F). Cardiomyocyte polyploidy and binucleation have been shown to prevent heart regeneration in zebrafish (35). In mice, the transition from mononucleated to binucleated cardiomyocytes occurs after the first week of life when neonatal mice lose their regenerative capacity (8, 36) and variability in binucleation of different mouse strains underlies natural variation in heart regeneration (37). Therefore, our findings may suggest that Malat1 deficiency accelerates cardiomyocyte binucleation, and thus, alters the regeneration window of the neonatal heart, rendering *Malat1^–/–^* neonatal hearts nonregenerative.

Malat1 is highly expressed in cardiomyocytes from neonatal hearts (Figures 1A and 4A). To test our hypothesis that the cardiomyocyte-specific loss of Malat1 induces cardiomyocyte binucleation and hinders regeneration, we deleted Malat1 in cardiomyocytes and induced MI in a similar manner as we have done with *Malat1^–/–^* mice. To do so, we bred animals bearing a conditional *Malat1* loss-of-function allele (38) with *Myh6-Cre* transgenic animals that express Cre recombinase especially in cardiomyocytes (39). *Malat1*^ΔCM^ mice showed significantly reduced expression of Malat1 in isolated cardiomyocytes on P3 (Figure 4B). First, we tested whether Malat1 deletion in cardiomyocytes was sufficient to induce increased binucleation on P3, as we had observed in the *Malat1^–/–^* mice. Indeed, *Malat1*^ΔCM^ mice showed a significant increase in the number of binucleated cardiomyocytes at this stage (Figure 4, C and D). Then, we induced MI in *Malat1*^ΔCM^ mice and control littermates 3 days after birth and analyzed the resulting scar 3 weeks after the intervention (Figure 4E). *Malat1*^ΔCM^ mice showed reduced capacity to regenerate, as the resulting scar after the ischemic damage was significantly larger than in the control littermates (Figure 4, F and G). Moreover, echocardiography analysis revealed that *Malat1*^ΔCM^ mice show impaired left ventricular ejection fraction (Figure 4, H and I, and Supplemental Videos 3 and 4). Similar to our observations in global *Malat1*-knockout mice, cardiomyocyte-specific deletion of *Malat1* did not affect the infiltration of CD45^+^ cells after MI (Figure 5, A and B). Furthermore, we observed a reduction in cardiomyocyte proliferation in *Malat1*^ΔCM^ mice after MI. In detail, *Malat1*^ΔCM^ mice showed reduced numbers of PH3–positive cardiomyocytes in the border zone of the myocardium but no significant differences in the remote zone (Figure 5, C and D). Furthermore, we observed a 67.5% reduction in the number of Aurora B–positive events in the border zone of *Malat1*^ΔCM^ myocardium after MI (*P* = 0.06) (Figure 5, E and F). Together, these results confirm our hypothesis that the impeded regeneration observed in *Malat1^–/–^* mice is caused by a cell-autonomous effect of Malat1 in cardiomyocytes.

To validate the relationship between Malat1 and cardiomyocyte proliferation and binucleation, we studied the role of Malat1 in HL-1 cells in vitro. HL-1 cells are contractile cells that retain characteristics of adult cardiomyocytes in vitro (40). We depleted Malat1 in HL-1 cells using locked nucleic acid gapmers (LNA-gapmers) (Figure 6A) and then studied proliferation and binucleation. Aurora B immunostaining revealed a reduction in proliferation in HL-1 cells after Malat1 silencing (Figure 6, B and C). Furthermore, assessment of nuclei number confirmed the increased binucleation in these cardiomyocyte-like cells (Figure 6, B and D). To gain insight into the molecular processes occurring after silencing Malat1, we performed gene expression analysis of HL-1 cells treated with Malat1 LNA-gapmer (LNA Malat1) and control LNA-gapmer (LNA Control) by RNA sequencing. 

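HL-1 is a cell line derived from mouse atrial cardiomyocytes, and a gapmer is a short DNA strand with LNA ends that pairs with an RNA and directs RNase H to cut it. Cells were seeded 24 hours before transfection with 50 nM of LNA, and by the sample records they were collected 48 hours after it. The data comprise 3 libraries from LNA Control and 3 from LNA Malat1. The authors aligned the trimmed reads to the mouse genome (mm10), counted the reads that fell at least partly on the exons of each gene, left out reads on several genes or regions, and deposited the counts after normalization by one factor per library and rounding to whole numbers. These normalized counts summed to between 4831007 and 4921406 per library in LNA Control (median 4900507) and to between 4758777 and 4762957 in LNA Malat1 (median 4762203). Because rounding leaves gaps and repeats at regular steps, the factor of each library could be recovered from its values. It gave 4512253, 4532043, and 5592464 reads on genes for LNA Control replicates 1, 2, and 3, and 4985541, 4789258, and 5300408 for LNA Malat1 replicates 1, 2, and 3. No row of the table lies on the mitochondrial chromosome.

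The replicates were compared on these recovered reads by a chi-square test over the genes with at least 20 reads in the pair of libraries, in which sampling noise alone gives a value near 1 per gene. LNA Malat1 replicates 1 and 3 were closest, with a chi-square of 0.95 per gene over 14522 genes, and of 1.10 in the 1753 genes with at least 1600 reads, which exceeds sampling noise there (chi-square p = 0.0029). The chi-square per gene was 1.01 for replicates 1 and 2 of LNA Malat1 (chi-square p = 0.15), with 1.66 in the 1612 genes with at least 1600 reads. It was 1.16 for replicates 2 and 3, with 2.02 in 1716 such genes. The 3 pairs of LNA Control replicates gave 1.77, 2.09, and 4.18. LNA Malat1 replicates 1 and 3 were counted as 1 sample, the mean of their values, in each mean ± SD of LNA Malat1 (n = 2). This lowers the count of samples, but the SD of the 2 values can be far smaller than the spread of the 3 libraries. For Malat1 itself the SD was 6.7, where the LNA Malat1 libraries ranged from 2732 to 2833. The test across genes used all 6 libraries and was repeated with these replicates as 1 sample.

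Genes with a mean normalized count of at least 5 over the 6 libraries were tested with limma on log2(normalized count + 1), with an intensity trend and Benjamini-Hochberg adjustment. A gene was called differentially expressed at an adjusted p of at most 0.05 and a fold change of at least 1.5. Fold changes are on the log2(normalized count + 1) scale, which understates the change of genes with low counts. The targeted RNA was examined first. Malat1, a long noncoding RNA of a single exon on the minus strand of chromosome 19 (mm10, positions 5795690 to 5802672), had normalized counts of 5051, 5197, and 4369 in LNA Control replicates 1, 2, and 3 and 2833, 2792, and 2732 in LNA Malat1 replicates 1, 2, and 3. Its mean was 4872 ± 442 (SD, n = 3) in LNA Control and 2787 ± 6.7 (SD, n = 2) in LNA Malat1, 57.2% of LNA Control. The log2 fold change was -0.80 (SE 0.07, limma adjusted p = 7.5e-06). It was -0.80 with the replicate number as a block (limma adjusted p = 3.4e-06) and lay between -0.88 and -0.75 with each library left out in turn. The gene Gm37376 of the table overlaps Malat1, and reads assigned to both were not counted for either. The paper does not state whether the counting used the strand, which decides this for genes on opposite strands.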

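Among the 15650 genes tested, 1709 were called differentially expressed in LNA Malat1, 1252 of them upregulated and 457 downregulated. The number depended most on the fold change minimum. Without it, 2231 genes were higher and 2195 lower at an adjusted p of at most 0.05 (limma), and when a 1.5-fold change was itself tested, 192 were higher and 99 lower. Among the 10490 genes with a mean normalized count of at least 50, 317 were upregulated and 349 downregulated. Quantile normalization, which forces the libraries to one distribution, gave 748 upregulated and 718 downregulated genes, 51.0% upregulated against 73.3%. With LNA Malat1 replicates 1 and 3 as 1 sample, 831 genes were upregulated and 428 downregulated, and 1229 of these were among the 1709 genes. Libraries with the same replicate number deviated together only weakly, with correlations across 10490 genes of 0.086, 0.182, and 0.083 for numbers 1, 2, and 3. With the replicate number as a block, 1297 genes were upregulated and 442 downregulated, and 1647 of them were among the 1709. With each library left out in turn, between 1222 and 2015 genes were called.

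The log2 fold change depended on the level of expression. Its median was 0.43 in the 1763 genes with a mean normalized count from 5 to below 10, 0.32 in the 1562 genes from 10 to below 20, and -0.05 in the 3205 genes with a mean of at least 500. Under quantile normalization the median of the first of these groups was -0.11. Of the 1763 genes with the lowest counts, 16.1% were called upregulated and 0.7% downregulated. The 3 libraries of one group all lay above the 3 of the other in 6456 of the genes tested, or 41.3%, against 10% by chance, and in 1673 of the 1709 called genes.

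On the log2(normalized count + 1) scale, the largest rise among the latter was that of Ces2f, a carboxylesterase gene on chromosome 8 (positions 104947356 to 104960047), from 3.3 ± 1.5 (SD, n = 3) in LNA Control to 99.2 ± 2.5 (SD, n = 2) in LNA Malat1 (log2 fold change 4.58, SE 0.27, limma adjusted p = 3e-07). It was followed by Scd1 (log2 fold change 4.30), Vmn1r218 (4.04), AI661453 (3.65), and Ppp2r2c (3.63). Vmn1r218 was listed at 0 in the 3 LNA Control libraries. The largest falls were those of Car5b (log2 fold change -2.28), Apln (-2.26), Lrmda (-1.82), Map7d2 (-1.77), and Prmt2 (-1.69). Apln, the gene of the secreted peptide apelin on the X chromosome (positions 48025146 to 48034853), fell from 174.7 ± 29.3 (SD, n = 3) to 35.8 ± 1.8 (SD, n = 2). These 10 genes were also called with the replicate block and with each library left out.

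**Figure D1:**
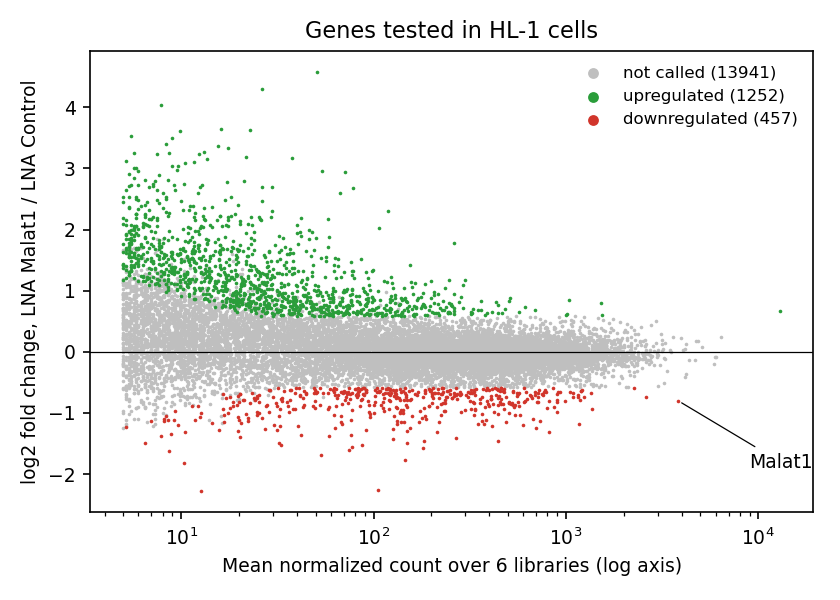
Mean normalized count over the 6 libraries (horizontal, log axis) against the log2 fold change of LNA Malat1 over LNA Control (vertical) for each of the 15650 genes tested, with the 1252 upregulated genes in green, the 457 downregulated genes in red, and the genes not called in gray. Upregulated genes lie mostly at low counts, and Malat1 is at -0.80.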

Differential gene expression analysis revealed 1034 differentially expressed genes (adjusted *P* value < 0.05): 638 upregulated and 396 downregulated (Figure 6E). Gene Ontology (GO) analysis of differentially expressed genes was performed using the Enrichr database (41, 42). 

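The GO terms that the authors' table assigns to each gene were used to count the called genes in each term, against all 15650 genes tested. Cardiac cell development held 55 tested genes, of which 9 were upregulated and 4.4 were expected (Fisher's exact test, two-sided, p = 0.039). In cardiac muscle cell development, 8 of 52 tested genes were upregulated (p = 0.066, same Fisher's exact test). In myofibril assembly, 8 of 38 were upregulated, 2.63 times the number expected (p = 0.0092, Fisher's exact test), and in sarcomere organization 4 of 24 were (p = 0.12, Fisher's exact test). Adjusted over the 5 terms by Benjamini-Hochberg, p was 0.046 for myofibril assembly and at least 0.098 for the others. With the replicate block the Fisher's exact p was 0.044, 0.074, 0.011, and 0.13 for these 4 terms in the same order, and the lowest after adjustment was 0.055. For myofibril assembly it was 0.079 without LNA Control replicate 2 and 0.13 without LNA Malat1 replicate 1 before adjustment (Fisher's exact test). Against the 10087 tested genes that carry any GO term, all 4 terms were enriched, with adjusted p between 0.003 and 0.041 over the 5 terms (Fisher's exact test). This background was chosen after seeing the data and leaves out genes that cannot belong to any term.

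The upregulated genes were Pdgfrb, Tbx3, Cxadr, Hey2, Csrp3, Ccn4, Myl2, Actn2, and Notch1 in cardiac cell development, and Ldb3, Six4, Lmod1, and Casq1 were added by myofibril assembly. Csrp3 had normalized counts of 4, 0, and 3 in LNA Control and 11, 10, and 10 in LNA Malat1, and with LNA Malat1 replicates 1 and 3 as 1 sample neither it (limma adjusted p = 0.071) nor Pdgfrb (limma adjusted p = 0.05) was called. Sgcb, also in cardiac cell development, was downregulated (log2 fold change -0.83). Without the fold change minimum, 10 genes of cardiac cell development were higher and 15 lower at an adjusted p of at most 0.05 (limma). The numbers were 9 and 14 in cardiac muscle cell development, 11 and 6 in myofibril assembly, and 6 and 2 in sarcomere organization. With LNA Control replicate 2 left out, 1 gene of sarcomere organization was upregulated, 0.68 times the number expected (p = 1.0, Fisher's exact test). The median log2 fold change of their tested genes was -0.03, -0.03, 0.00, and 0.02 in the order above, and cameraPR, which compares the moderated statistics of all members with those of the other genes, gave an adjusted p of 0.46, 0.46, 0.44, and 0.41.

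In the establishment of mitotic spindle localization, 1 of 18 tested genes was downregulated by at least 1.5-fold, Pafah1b1 (log2 fold change -0.63, limma adjusted p = 3.3e-06), where 0.53 were expected (p = 0.41, Fisher's exact test). The replicate block gave the same gene count (p = 0.40, Fisher's exact test). The 18 genes do not include Numa1, Tnks (Tnks1 in the paper), or Clasp2, which the paper's discussion relates to this term. Without the fold change minimum, 7 of the 18 genes were lower at an adjusted p of at most 0.05, 2.77 times the number expected (p = 0.0082, Fisher's exact test). These were Pafah1b1, Clasp1, Ndel1, Mcph1, Gpsm2, Nde1, and Kpnb1. At the same threshold 1 gene, Wdr81, was higher (log2 fold change 0.25, limma adjusted p = 0.021). Of the 18 genes, 14 had a negative log2 fold change, with a median of -0.12, and the term as a set was shifted down against the other genes (cameraPR adjusted p = 0.0015). Only the result with the deposited normalization is given for this shift, so its dependence on the normalization is open. Under quantile normalization the difference of a list of proliferation genes from all genes went from -0.168 to 0.004.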

GO analysis revealed an upregulation of genes related to cardiac cell development, cardiac muscle cell development, myofibril assembly, and sarcomere organization (Figure 6F), and downregulation of genes related to the establishment of mitotic spindle localization (Figure 6F). The expression of structural genes of the sarcomere like *Tnnt3*, *Ttn*, and *Myl2* and the expression of genes related to Z-disc maturation like *Actn2* and *Ankrd1* was upregulated in Malat1-deficient cells. This increase in gene expression is required for cardiomyocyte maturation (43). 

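Tnnt3 (chromosome 7, positions 142498836 to 142516009), which encodes a troponin T, rose from 21.0 ± 1.0 (SD, n = 3) normalized counts in LNA Control to 68.5 ± 0.7 (SD, n = 2) in LNA Malat1, a log2 fold change of 1.66 (SE 0.16, limma adjusted p = 1e-05). Ttn (chromosome 2, positions 76703980 to 76982547) had the highest counts of these genes, with 8524, 9786, and 12110 in LNA Control and 16176, 15112, and 16320 in LNA Malat1 (log2 fold change 0.66, SE 0.12, limma adjusted p = 0.0013). Myl2 (chromosome 5, positions 122100951 to 122113472) rose from 64.3 ± 5.1 (SD, n = 3) to 101.8 ± 2.5 (SD, n = 2), with a log2 fold change of 0.66 (SE 0.12, limma adjusted p = 0.0016). Of the Z-disc genes, Actn2 (chromosome 13, positions 12269426 to 12340760) rose from 134.0 ± 25.5 (SD, n = 3) to 213.0 ± 21.2 (SD, n = 2), with a log2 fold change of 0.71 (SE 0.12, limma adjusted p = 0.0011). Ankrd1 (chromosome 19, positions 36111961 to 36120099) rose from 420.0 ± 19.7 (SD, n = 3) to 611.8 ± 13.1 (SD, n = 2), and its log2 fold change of 0.53 (SE 0.06, limma adjusted p = 5.3e-05) lay under the 1.5-fold minimum. In each of the 5 genes all LNA Malat1 libraries lay above all LNA Control libraries. With the replicate block, the limma adjusted p was 3.7e-05 for Tnnt3, 0.00027 for Ttn, 0.0013 for Myl2, 0.00011 for Actn2, and 2.7e-05 for Ankrd1. With each library left out in turn, the highest limma adjusted p was 0.02, that of Ttn, and Tnnt3 stayed above the fold change minimum in all 6 fits and Ttn, Myl2, and Actn2 in 5. The annotation places Prr33 over part of Tnnt3, Ccdc63 over part of Myl2, and Gm13938 over part of Ttn. Reads assigned to both genes of such a pair were not counted, which for opposite strands depends on whether the counting used the strand.

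**Figure D2:**
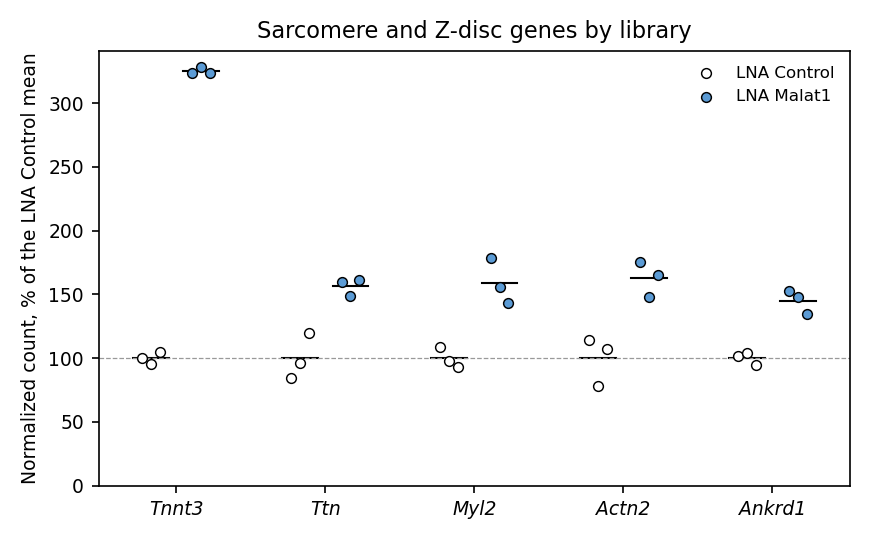
Normalized count of each gene in each library as a percentage of its LNA Control mean, with LNA Control as open and LNA Malat1 as blue points and a line at the mean of the 3 libraries. All blue points lie above the open points of the same gene, and Tnnt3 shows the largest difference.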

On the other hand, the expression of genes related to microtubule dynamics at the mitotic spindle like *Numa1*, *Ndel1*, *Tnks1,* *Clasp1*, and *Clasp2* was downregulated upon Malat1 knockdown (Figure 6G and Supplemental Figure 1). 

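Tnks, the gene named Tnks1 in the paper (chromosome 8, positions 34826460 to 34965690), showed the largest fall of the 5 genes, from 1802 ± 43.9 (SD, n = 3) normalized counts in LNA Control to 937, 940, and 943 in the LNA Malat1 libraries. Its log2 fold change was -0.94 (SE 0.05, limma adjusted p = 1.6e-07), and it was called with the replicate block and with each library left out. The other 4 genes had limma adjusted p under the threshold and fold changes under 1.5. Clasp1 (chromosome 1, positions 118389058 to 118612678) fell from 1904 ± 45.2 (SD, n = 3) to 1294 ± 8.8 (SD, n = 2), a log2 fold change of -0.55 (SE 0.05, limma adjusted p = 7.6e-06). Ndel1 (chromosome 11, positions 68821434 to 68871858) fell from 604.7 ± 41.5 (SD, n = 3) to 419.5 ± 17.7 (SD, n = 2), with a log2 fold change of -0.54 (SE 0.06, limma adjusted p = 4.7e-05). Clasp2 (chromosome 9, positions 113741473 to 113919682) fell to 81.3% of LNA Control (log2 fold change -0.29, SE 0.05, limma adjusted p = 0.0013). Numa1 (chromosome 7, positions 101934111 to 102014964) fell least, to 86.7% of LNA Control, with counts of 1425, 1377, and 1332 against 1249, 1182, and 1166 (log2 fold change -0.20, SE 0.05, limma adjusted p = 0.014). With LNA Malat1 replicate 2 or 3 left out, the limma adjusted p of Numa1 was 0.064 or 0.077. With the replicate block, the limma adjusted p was 4.6e-07 for Tnks, 1.1e-05 for Clasp1, 5.7e-05 for Ndel1, 0.0016 for Clasp2, and 0.008 for Numa1. In all 5 genes every LNA Malat1 library lay below every LNA Control library. Plk1 had a log2 fold change of -0.15 (SE 0.06, limma adjusted p = 0.079).

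**Figure D3:**
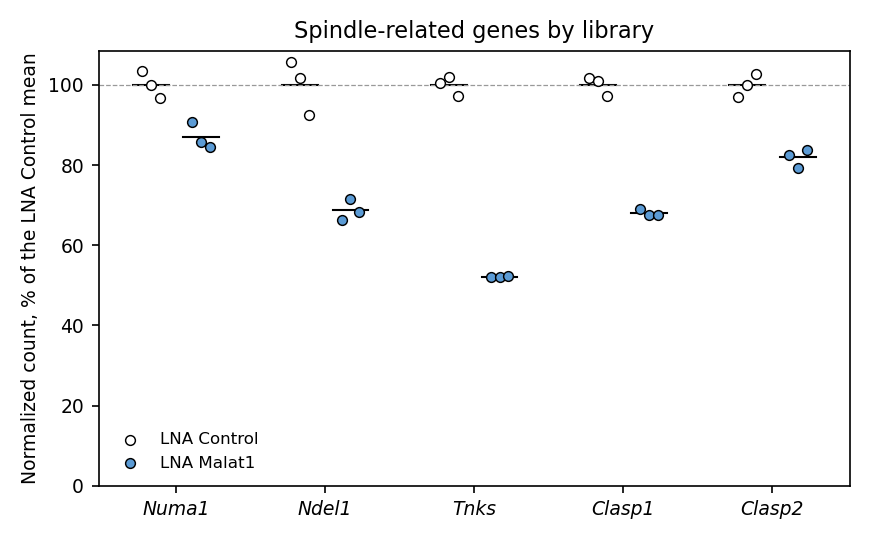
Normalized count of each gene in each library as a percentage of its LNA Control mean, with LNA Control as open and LNA Malat1 as blue points and a line at the mean of the 3 libraries. The LNA Malat1 libraries lie below the LNA Control libraries in every gene, furthest for Tnks and least for Numa1.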

Numa1 and Tnks1 are regulated by Plk1 during mitosis and regulate spindle elongation (44, 45). Numa1 recruits the dynein-dynactin complex directly to the cell membrane (45). Furthermore, Ndel1 establishes the organization of microtubule arrays at the centrosome (46). Throughout mitosis, Clasp1 and Clasp2 play a crucial role in ensuring bipolar alignment of chromosomes on the mitotic spindle (47, 48).

Furthermore, we found it of interest that the gene expression of *Notch1* and *Hey2*, crucial members of the Notch signaling pathway, is upregulated upon Malat1 silencing (Figure 6G). 

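Notch1 (chromosome 2, positions 26457903 to 26516663) had normalized counts of 49, 31, and 22 in LNA Control and 94, 61, and 78 in LNA Malat1, a log2 fold change of 1.22 (SE 0.25, limma adjusted p = 0.0031). Hey2 (chromosome 10, positions 30832359 to 30842801), a transcriptional repressor gene downstream of Notch, rose from 18.3 ± 2.5 (SD, n = 3) to 51.0 ± 2.8 (SD, n = 2), a log2 fold change of 1.42 (SE 0.19, limma adjusted p = 0.00013). With the replicate block, the limma adjusted p was 0.00064 for Notch1 and 0.00029 for Hey2, and both genes stayed called with each library left out in turn. With LNA Malat1 replicates 1 and 3 as 1 sample, the log2 fold change of Notch1 was 1.14 (limma adjusted p = 0.028). Among 16 genes of the Notch pathway listed before the data were examined, 12 were higher and 4 lower in LNA Malat1, with a median log2 fold change of 0.41. Notch2 (chromosome 3, positions 98013527 to 98150361) moved in the other direction, from 776.3 ± 109.6 (SD, n = 3) to 433.5 ± 19.1 (SD, n = 2), a log2 fold change of -0.82 (SE 0.09, limma adjusted p = 2.4e-05). Jag1, a ligand gene, fell by 0.40 on the log2 scale (limma adjusted p = 0.0028). Notch1 and Hey2 were the 2 genes of the list called upregulated and Notch2 the 1 called downregulated. As a list the 16 genes were not shifted beyond chance (mean log2 fold change 0.40, cameraPR adjusted p = 0.26, and 0.25 with the replicate block).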

The Notch signaling pathway is well documented to play an important role in controlling heart development and maturation (49–51). This suggests that Malat1 deficiency not only reduces proliferation and induces binucleation, but also leads to the activation of a maturation gene expression program in cardiomyocytes.

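Genes of cardiomyocyte maturation and of proliferation were listed before the data were examined. Of 36 tested maturation genes, 22 were higher and 14 lower in LNA Malat1, and 10 were called upregulated and 1 downregulated. At an adjusted p of at most 0.05 over all genes tested, 19 of the 36 changed, 13 higher and 6 lower (limma). With the adjustment over the list alone, 20 changed (limma). Besides the genes named in the results, the called genes included Gja1, the connexin 43 gene, which rose from 17.3 ± 4.0 (SD, n = 3) to 64.5 ± 7.8 (SD, n = 2) normalized counts (log2 fold change 1.90, limma adjusted p = 2.6e-05), Mybpc3 (log2 fold change 0.67), and Tnnc1 (log2 fold change 0.66), of which Tnnc1 was not called with LNA Malat1 replicates 1 and 3 as 1 sample (limma adjusted p = 0.052). Ckm was listed at 3, 0, and 1 in LNA Control and at 11, 11, and 9 in LNA Malat1. The calcium channel gene Cacna1c fell from 253.3 ± 26.1 (SD, n = 3) to 133.2 ± 13.1 (SD, n = 2), a log2 fold change of -0.89 (limma adjusted p = 1.9e-05). As a list, the maturation genes had a mean log2 fold change of 0.32 and were not shifted beyond chance (cameraPR adjusted p = 0.11, and 0.085 with the replicate block).

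Of the 30 proliferation genes, all tested, 22 were lower and 8 higher in LNA Malat1, with a median log2 fold change of -0.10. At an adjusted p of at most 0.05, 9 were lower and 3 higher (limma), and 1, Cenpf, was called upregulated at a log2 fold change of 0.61. The counts of Cenpf were 735, 1346, and 1686 in LNA Control and 1846, 1804, and 1774 in LNA Malat1, and it was called in 1 of the 6 fits that left out a library. Ccnd1 fell to 72.1% of LNA Control (log2 fold change -0.48, limma adjusted p = 0.00015), and Aurkb did not differ (log2 fold change -0.04, limma adjusted p = 0.71). The list was not shifted beyond chance (cameraPR adjusted p = 0.10, and 0.085 with the replicate block). Of 22 tested genes of cytokinesis, none were called in either direction, and 3 had an adjusted p of at most 0.05 (limma).

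The paper proposes that Malat1 deficiency activates a maturation gene expression program, and it sets this beside the effects on proliferation and binucleation. It draws on the higher expression of sarcomere and Z-disc genes, which it describes as required for maturation, and of Notch1 and Hey2. It also reports the upregulated GO terms above and, for selected genes, RT-qPCR (Figure 6G).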

### Malat1 interacts with hnRNP U.

Malat1 has been shown to control the cell cycle in tumor cells by interacting with heterogeneous nuclear ribonucleoprotein C (hnRNP C) (52). To study whether Malat1 controls cardiomyocyte proliferation and binucleation in a similar manner, we silenced hnRNP C expression in HL-1 cells using siRNAs (Supplemental Figure 2A). However, this did not induce binucleation in this cardiomyocyte cell line (Supplemental Figure 2, B and C).

However, RNA immunoprecipitation assays revealed that Malat1 interacts with hnRNP U (Figure 7A). hnRNP U is known to be an important regulator of mitosis (53, 54) and it has been already linked with postnatal heart development and function (55). Furthermore, *Hnrnpu*-mutant mice develop a lethal dilated cardiomyopathy phenotype (55). To study whether hnRNP U might play a role in the regulation of cardiomyocyte proliferation and binucleation, we silenced it in HL-1 cells using siRNAs (Figure 7, B and C). Similar to what we have observed in Malat1-deficient HL-1 cells, hnRNP U–silenced cells showed reduced cellular proliferation. In addition, we detected fewer PH3-positive cells (Figure 7, D and E) and fewer Aurora B–positive midbody events (Figure 7, F and G). Finally, hnRNP U deficiency also induced binucleation in HL-1 cells (Figure 7, H and I). To determine whether excess hnRNP U can rescue the Malat1 deficiency–induced decrease in cardiomyocyte proliferation, we overexpressed hnRNP U in Malat1-silenced HL-1 cells (Supplemental Figure 3A). Indeed, overexpression of hnRNP U was sufficient to rescue the reduced proliferation in Malat1-deficient HL-1 cells (Figure 7J and Supplemental Figure 3C) and prevented the coinciding binucleation (Figure 7K and Supplemental Figure 3C). These data suggest that excessive hnRNP U can compensate for proliferation defects induced by Malat1 deficiency.

To finally determine whether hnRNP U mediates its effect on binucleation via its RNA binding activity, we tested the effect of an hnRNP U mutant that lacks its RNA binding motif (Supplemental Figure 3B). In contrast to hnRNP U wild-type protein, which rescues the increased binucleation induced by silencing of hnRNP U, no rescue was detected when overexpressing the mutant hnRNP U, which lacks the RNA binding motif (Figure 7L and Supplemental Figure 3D). Furthermore, the mutant version of hnRNP U did not rescue the binucleation induced by Malat1 deficiency in HL-1 cells (Supplemental Figure 3E). Together, these observations suggest that Malat1 might control cell cycle progression and cytokinesis in cardiomyocytes via hnRNP U.

## Discussion

Here, we show for the first time to our knowledge that the lncRNA Malat1 controls heart regeneration. We demonstrate that Malat1 is required for cardiomyocytes to remain proliferative and mononucleated. In the mouse, cardiomyocytes undergo a transition from a mononucleated to a binucleated state in the first week of life (8, 36). This transition accompanies the loss of regenerative potential in the mouse myocardium (1, 2) and has been considered to be causative for the loss (9). Zebrafish have a remarkably high capacity for regenerating their myocardium (56) and this is mainly achieved by the proliferation of existing cardiomyocytes (3, 57). Similar to our observation, induced binucleation or polyploidy in zebrafish has been shown to be sufficient to block regeneration (35). Malat1 knockdown induces this mature state in cardiomyocytes as early as 1 day after birth, altering the time window when mice are able to regenerate. Interestingly, we have also observed the upregulation of genes associated with cardiomyocyte maturation in Malat1-deficient HL-1 cells. Thus, genes like *Tnnt3*, *Ttn*, *Myl2*, *Actn2*, *Ankrd1*, and Notch signaling pathway genes like *Notch1* and *Hey2* were upregulated in these cells when treated with an LNA against Malat1. Furthermore, Malat1 silencing induced the downregulation of genes related to the establishment of mitotic spindle localization like *Numa1*, *Tnks1*, *Clasp1*, and *Clasp2*. The mitotic spindle is part of the cytokinesis machinery and its inhibition can lead to abnormal cytokinesis and binucleation (58).

In addition to the demonstration of reduced cardiac regeneration, we detected a slightly larger fibrotic area in the global *Malat1*–knockout mice when compared with the cardiomyocyte-specific *Malat1*-deficient mice, suggesting that Malat1 may additionally control other reparative processes in noncardiomyocytes. While we ruled out effects on inflammatory cell invasion, we indeed found reduced vascularization in *Malat1^–/–^* mice. This is consistent with previous reports by us and others showing that Malat1 is a crucial regulator of endothelial cell proliferation and migration (27, 59) and is required for ischemia-induced neovascularization in the hind limb (27). Deletion of Malat1 may thus affect both cardiomyocyte intrinsic and vascular repair mechanisms, which together promote regeneration.

We showed that Malat1 interacts with hnRNP U in cardiomyocytes. hnRNP U binds RNA by a low complexity RNA-binding RGG repeat and controls the operation of diverse protein and nucleoprotein machines. In the nucleus, hnRNP U binds to chromatin-associated RNAs and regulates chromatin structure (53, 54). Upon mitotic chromosome segregation, hnRNP U is phosphorylated by Aurora B and evicts RNA from prophase chromosomes (53). hnRNP U has also been shown to control pre-mRNA splicing during cardiac development and its deletion induced lethal cardiomyopathies (55). Here we show that deletion of hnRNP U also increases binucleation, suggesting that it is important for cytokinesis. Moreover, overexpression of hnRNP U did rescue reduced proliferation and prevented Malat1 deficiency–induced binucleation. Therefore, our data suggest that Malat1 interactions with hnRNP U might be required to mediate cardiomyocyte proliferation. Since adult cardiomyocytes can activate cell cycle progression but fail to efficiently divide, leading to binucleation or polyploidization, this process might be also important in attempts at cardiac regeneration of the adult heart.

## Methods

### Mouse strains.

*Malat1^–/–^ and Malat1^fl/fl^* mouse lines were described previously (38). Wild-type littermates were used as control for the *Malat1^–/–^* mice. Cardiomyocyte-specific deletion of *Malat1* was established by cross-breeding *Malat1^fl/fl^* mice with a *Myh6-Cre* line (39). *Malat1^fl/fl^;Myh6-Cre^+/+^* mice are referred to as control and *Malat1^fl/fl^;Myh6-Cre^Cre/+^* mice are referred to as *Malat1*^ΔCM^. Cardiomyocyte-specific deletion of *Malat1* was validated by RT-qPCR analysis from cardiomyocyte RNA. Mice were housed at 23°C ambient temperature and 60% humidity in 12-hour light/dark cycles.

### MI.

Neonatal mice on P3 were anesthetized by inducing hypothermia on ice, as described previously (2, 33). After transverse skin incision, lateral thoracotomy was applied at the fourth intercostal space by blunt dissection of intercostal muscles. To induce MI, an 8-0 prolene suture (Ethicon) was passed through the heart and was tied below the LAD coronary artery. Using a nonabsorbable 6-0 suture (Ethicon), the chest was stitched and skin glue was applied to join the skin together. Blood and remaining skin glue were removed with an alcohol solution. Pups were warmed under a heat lamp for several minutes until recovery and were placed back with their mother. Mice were euthanized 7 or 21 days after surgery.

### Echocardiography.

Echocardiography was performed 21 days after MI using a Vevo 3100 imaging system (VisualSonics) with the MX550 or MX700 probe. Parasternal long-axis views, short-axis views, and 2-dimensional-guided M-mode images of the short axis at the papillary muscle level were captured. To minimize variability between the measurements, all echocardiographic measurements were analyzed by VevoLab 3.2.5 software using artificial intelligence–based Auto-LV technology.

### Histology.

Postnatal hearts were perfused with PBS and incubated in 4% formaldehyde (Thermo Fisher Scientific, 28908) at 4°C overnight. Hearts were processed for paraffin embedding using standard procedures in the institute. Hearts were sectioned at 4 μm intervals and used for immunohistochemistry.

### Sirius red staining.

Slides were deparaffinized and rehydrated. Slides were stained in 0.1% Picro Sirius red solution (Waldeck and Sigma-Aldrich) according to the manufacturers’ instructions. Slides were mounted with Pertex mounting medium (Histolab, LEIC811). Images were acquired using an inverted light microscope (Nikon) with 2× objective. To determine the fibrotic score, ImageJ software (NIH, version 1.53a) was used to measure the positive fibrotic area and establish a ratio versus the total tissue area. At least 5 sections per animal were used for quantification.

### TUNEL staining.

TdT-mediated dUTP nick-end labeling (TUNEL) assays were conducted on paraffin-embedded heart sections. To this end, the In Situ Cell Death Detection Kit, Fluorescein (Roche, 11684795910) was used according to the manufacturer’s instructions. TUNEL-positive cells were analyzed in border, remote, and infarct zones.

### Immunohistochemistry.

Paraffin-embedded heart sections were deparaffinized and rehydrated by incubation in xylene followed by incubation in descending ethanol concentrations (100%, 80%, 70%, and 50% in water) and finally washed in PBS. For Aurora B staining, antigen retrieval was additionally performed. To do so, slides were boiled for 15 minutes in 10 mM citrate buffer, pH 6.0. Slides were cooled down and washed 3 times with PBS. Afterwards, sections were permeabilized with 0.1% Triton X-100 in PBS for 15 minutes at room temperature, and were blocked in 2% BSA and 1% donkey serum for 1 hour at room temperature. Slides were stained with primary antibodies overnight at 4°C in a humid chamber and washed 3 times with PBS, followed by incubation with secondary antibodies for 1 hour at room temperature. Slides were mounted using Fluoromount-G mounting medium (Thermo Fisher Scientific, 00495802). Immunostainings were imaged using a Zeiss LSM780 confocal microscope and analyzed using Volocity software 6.5.1 (Quorum Technologies).

The following primary and secondary antibodies were used: rabbit anti–p-histone H3 (EMD, 06570; 1:100), mouse anti-PCM1 (Santa Cruz Biotechnology, sc398365; 1:50), rat anti-CD31 (Dianova, DIA-310; 1:30), rabbit anti–Aurora B (Abcam, ab2254; 1:500), mouse anti–troponin T (Thermo Fisher Scientific, MS295; 1:100), mouse anti-CD45 (Abcam, ab8216; 1:100), donkey anti-mouse–Alexa Fluor 555 (Invitrogen, A-31570; 1:200), donkey anti-rat–Alexa Fluor 647 (Invitrogen, A48272; 1:200), and donkey anti-rabbit–Alexa Fluor 488 (Invitrogen, A21206; 1:200).

### Isolation of neonatal mouse cardiomyocytes.

Cardiomyocytes were isolated from P1, P3, and P7 pups. Neonatal hearts were dissected, atria were cut off, and ventricles were collected in ice-cold 20 mM 2,3-butanedione 2-monoxime (BDM) solution in HBSS. Ventricles were then cut into 1–2 mm pieces and digested using the gentleMACS dissociation kit (Miltenyi Biotec GmBH, 130-093-235). Cells were then either plated on collagen I–coated (Thermo Fisher Scientific, A1048301) μ-Slides (Ibidi, 80826) or lysed for RNA extraction.

### Immunocytochemistry.

Isolated neonatal mouse cardiomyocytes or mouse HL-1 cells were cultured on μ-Slides and fixed with 4% formaldehyde (Thermo Fisher Scientific, 28908) for 10 minutes at room temperature. Subsequently, cells were permeabilized with 0.1% Triton X-100 in PBS for 15 minutes at room temperature. Next, cells were blocked with 2% BSA (Sigma-Aldrich, A7030) and 1% donkey serum (Sigma-Aldrich, D9663) for 1 hour at room temperature, followed by primary antibody incubation at 4°C overnight in a humidified chamber. Cells were washed 3 times with PBS and incubated with secondary antibodies for 1 hour at room temperature. Phalloidin (Invitrogen, 1:200) was added together with the secondary antibodies to visualize the cytoskeleton. Immunostainings were imaged using a Zeiss LSM780 confocal microscope and analyzed using Volocity software 6.5.1.

The following primary and secondary antibodies were used: rabbit anti–troponin T (Abcam, ab45932; 1:1000), rabbit anti–Aurora B (Abcam, ab2254; 1:500), donkey anti-rabbit–Alexa Fluor 555 (Invitrogen, A-31572; 1:200), and donkey anti-rabbit–Alexa Fluor 555 (Invitrogen, A-31573; 1:200).

### RNAScope.

RNAScope (Advanced Cell Diagnostics) on paraffin-embedded heart sections was performed according to the manufacturer’s instructions. Briefly, deparaffinization and rehydration were done as described above. Sections were incubated with the probe against mouse *Malat1*, which spans nucleotides 712–2338 (transcript ID: NR_002847.2) or with a negative control probe (both designed by Advanced Cell Diagnostics). Probes were hybridized for 2 hours at 40°C in a hybridization oven. Signal amplification was achieved by hybridization with amplification probes serially and using tyramide signal amplification reagents provided within the kit. For immunostaining, sections were blocked with 10% donkey serum, 5% skim milk, and 0.1% Triton X-100 in PBS, followed by primary antibody incubation at 4°C overnight. Cells were washed 3 times with PBS and incubated for 1 hour at room temperature. Slides were imaged using a Zeiss LSM780 confocal laser scanning microscope equipped with 40× and 63× objectives.

The following primary and secondary antibodies were used: rabbit anti–sarcomeric α-actinin antibody (Abcam, ab68167; 1:250) and donkey anti-rabbit–Alexa Fluor 555 (Invitrogen, A-31572; 1:200).

### Maintenance of mouse HL-1 cells.

The murine atrial cardiomyocyte cell line HL-1 (Sigma-Aldrich, SCC065) was cultured in Claycomb medium (Sigma-Aldrich, 51800C) supplemented with 10% fetal bovine serum (FBS) (Invitrogen), 100 μg/mL penicillin/streptomycin (Gibco, 15140122), 0.1 mM norepinephrine (Sigma-Aldrich), and 2 mM GlutaMAX (Gibco, 35050061). Cells were cultured in cell culture dishes coated with 0.02% gelatin (Millipore) and 0.1% fibronectin from human plasma (Sigma-Aldrich, F0895) at 37°C and 5% CO_2_.

### Gene silencing and overexpression in mouse HL-1 cells.

For gene silencing experiments, cells were seeded 24 hours before transfection and were transfected with a final concentration of 50 nM LNA or 50 nM siRNA using RNAimax (Invitrogen, 13778075). Sequences of LNA-gapmers (Qiagen) and siRNAs (Sigma-Aldrich) are listed in Supplemental Table 1.

For hnRNP U overexpression experiments, wild-type and mutant hnRNP U expression plasmids were used. Mutated hnRNP U plasmid lacks the RNA binding RGG-box domain (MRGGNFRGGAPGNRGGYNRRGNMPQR). Both plasmids were designed by OriGene Technologies using the pCMV6-AC-HA mammalian expression vector as backbone (OriGene, PS100004). ORF sequences of both plasmids are listed in Supplemental Table 2. Cells were seeded 24 hours before transfection and then transfected with 2.5 μg of hnRNP U wild-type or mutant plasmid per 300,000 cells/well in 6-well plates using Lipofectamine 3000 reagent (Invitrogen, L3000001). hnRNP U overexpression efficiency was validated by RT-qPCR.

### Total RNA isolation from cell culture and RT-qPCR.

RNA isolation from mouse HL-1 cells was done using RNeasy mini kits (Qiagen, 74104), including an on-column DNase digestion step according to the manufacturer’s instructions. Concentration of total RNA was measured using a Nanodrop 2000 spectrophotometer (Thermo Fisher Scientific). For cDNA synthesis, 1 μg of RNA was reverse transcribed using M-MLV reverse transcriptase (Invitrogen, 28025013) and random hexamers (Qiagen, 79236). RT-qPCR was performed on a StepOnePlus Real-Time PCR system (Thermo Fisher Scientific). Mouse ribosomal protein lateral stalk subunit P0 (*Rplp0*) was used for data normalization and relative expression levels were calculated by the 2^–ΔCt^ method. Primer pairs are listed in Supplemental Table 3.

### RNA sequencing.

RNA was isolated as described above. Total RNA and library integrity were verified on LabChip Gx Touch 24 (PerkinElmer). Total RNA (1 μg) was used as input for SMARTer Stranded Total RNA Sample Prep Kit - HI Mammalian (Clontech, 634873). Sequencing was performed on the NextSeq 500 instrument (Illumina) using v2 chemistry with 1 × 75 bp single-end setup. The resulting raw reads were assessed for quality, adapter content, and duplication rates with FastQC (60). Trimmomatic version 0.39 was employed to trim reads after a quality drop below a mean of Q20 in a window of 10 nucleotides (61). Only reads of at least 15 nucleotides were cleared for subsequent analyses. Trimmed and filtered reads were aligned versus the Ensembl mouse genome version mm10 (Ensembl release 101) using STAR 2.7.7a with the parameters “--outFilterMismatchNoverLmax 0.1 --alignIntronMax 200000” (62). The number of reads aligning to genes was counted with featureCounts 1.6.5 from the Subread package (63). Only reads mapping at least partially inside exons were admitted and aggregated per gene. Reads overlapping multiple genes or aligning to multiple regions were excluded. Differentially expressed genes were identified using DESeq2 version 1.30.0 (64). Only genes with a minimum fold change of ±1.5 (log_2_ ±0.59), a maximum Benjamini-Hochberg–corrected *P* value of 0.05, and a minimum combined mean of 5 reads were deemed to be significantly differentially expressed. The Ensembl annotation was enriched with UniProt data (release 24.03.2017) based on Ensembl gene identifiers (activities at UniProt).

### GO term analysis.

GO analysis was performed using the Enrichr database (https://maayanlab.cloud/Enrichr/) (41, 42, 65).

### Immunoprecipitation and Western blotting.

For immunoprecipitations, mouse HL-1 cells were washed 3 times with ice-cold PBS and extracted with ice-cold RIPA buffer (Sigma-Aldrich, R0278; supplemented with protease and phosphatase inhibitors) for 30 minutes on ice. After centrifugation for 15 minutes at 4°C, the supernatant was collected and incubated with antibody-coupled protein G Dynabeads (Invitrogen, 10003D) (50 μL of beads were coupled with 6 μg antibody) overnight at 4°C. Immunoprecipitates bound to the beads were washed 3 times with wash buffer (150 mM NaCl, 0.05% NP-40, 50 mM Tris HCl pH 8.0, supplemented with protease and phosphatase inhibitors) and the proteins were eluted with Laemmli sample buffer. Samples were resolved by SDS-PAGE and transferred to nitrocellulose membranes at 100 V for 30 minutes in 1× transfer buffer (25 mM glycine, 20% methanol, 0.15% ethanolamine). Afterwards, membranes were blocked with 5% nonfat milk powder for 1 hour at room temperature. Rabbit IgG (Millipore, PP64) was used as IgG control and rabbit anti–hnRNP U antibody (Abcam, ab10297) was used for hnRNP U immunoprecipitation experiments. Antibodies for detecting hnRNP U (Abcam, ab10297; 1:1000) and GAPDH (Cell Signaling Technology, 2118; 1:2000) were diluted in 0.05% Tween 20 and 5% nonfat milk powder and incubated together with membranes overnight at 4°C. Membranes were washed 3 times with TBS-T and incubated with anti-rabbit IgG secondary antibody (Amersham, NA934v; 1:2500) for 1 hour at room temperature. After adding chemiluminescence reagent (Millipore, WBKLS0500), blots were imaged using a ChemiDoc Touch imaging system (Bio-Rad).

### Statistics.

All statistical analyses were done using Prism 8 (GraphPad) software (with the exception of RNA sequencing). Data are expressed as mean ± SEM. The Shapiro-Wilk normality test was used to analyze data distribution. For 2-group comparisons, statistical significance was determined using a 2-tailed Student’s *t* test for normally distributed samples and Mann-Whitney *U* test for the not normally distributed samples. For multiple comparisons, statistical significance was determined using 1-way ANOVA with Tukey’s multiple-comparison test. *P* values of less than 0.05 were considered significant.

### Data availability.

The RNA sequencing data sets generated in this study are available at the NCBI Gene Expression Omnibus database (GEO GSE200733). Source data are provided with this paper.

### Study approval.

All animal procedures were conducted according to the principles of laboratory animal care, institutional guidelines, and approved by local animal ethics Tierschutzbeauftragte from Goethe University Frankfurt. All animal experiments were conducted under permissions FU/1183 and FU/2035 granted by the Regierungspräsidium Darmstadt, Hessen.

## Author contributions

GSA contributed to conceptualization of the study, data curation, formal data analysis, carrying out the investigation, and methodology. NJ contributed to conceptualization, data curation, carrying out the investigation, supervision, and writing the original draft of the manuscript. YM contributed to conceptualization. YF, MS, L Kettenhausen, L Kirchhof, and AF contributed to carrying out the investigation and methodology. SG contributed to carrying out the investigation, methodology, and RNA sequencing. GL contributed to conceptualization, data curation, carrying out the investigation, supervision, writing the original draft of the manuscript, and project administration. SD contributed to conceptualization, supervision, funding acquisition, writing the original draft of the manuscript, and project administration.

## Supplementary Material

Supplemental data

Supplemental video 1

Supplemental video 2

Supplemental video 3

Supplemental video 4

## Figures and Tables

**Figure 1:**
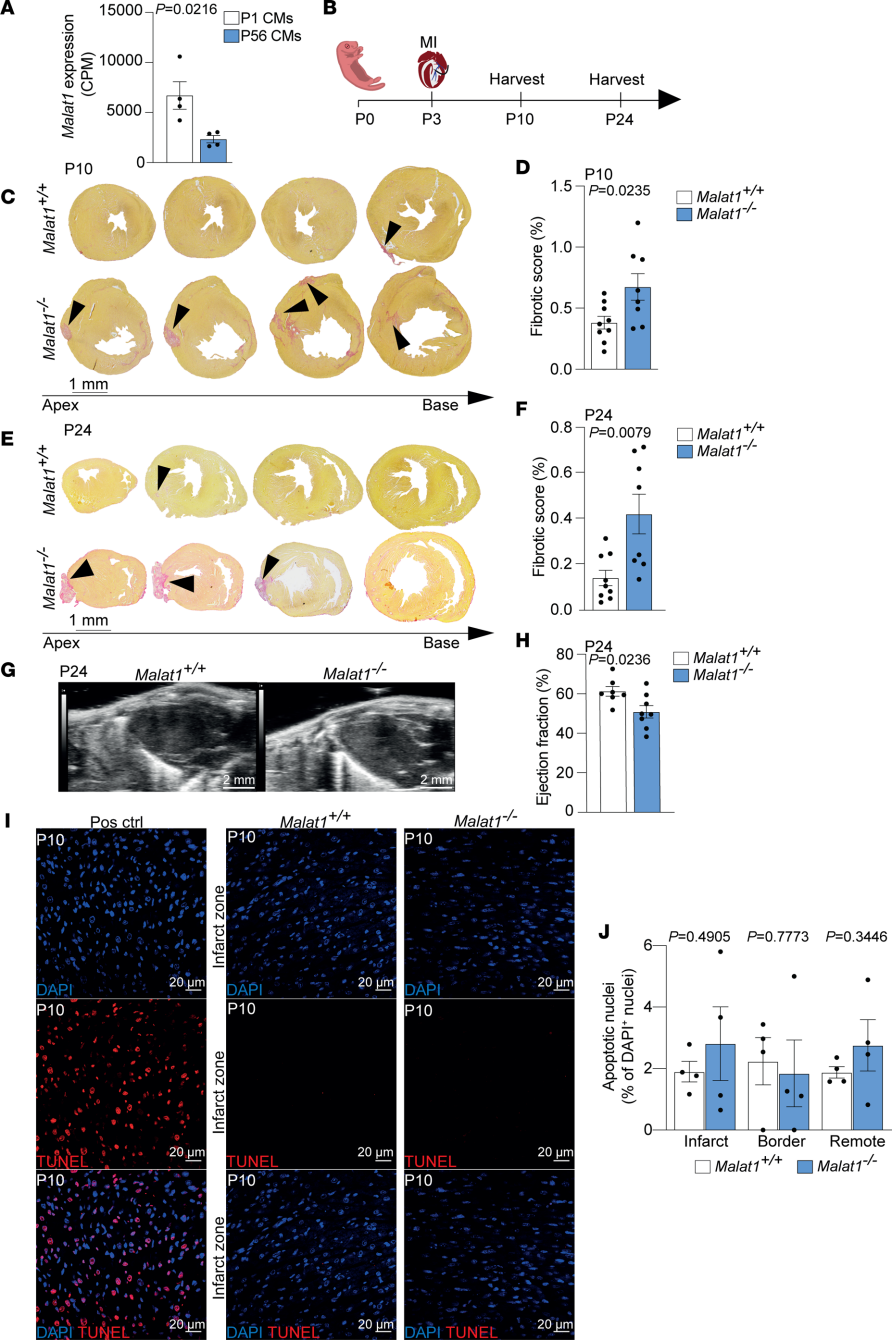
Malat1 deficiency prevents neonatal heart regeneration. (**A**) Expression level of *Malat1* (counts per million mapped reads, CPM) in regenerative (P1) versus mature nonregenerative cardiomyocytes (CMs) (P56). *n* = 4 for both groups. Available RNA-seq data were used for analysis (66). (**B**) Scheme of MI experiment in neonatal mice. (**C** and **D**) Sirius red staining of heart sections from *Malat1^+/+^* and *Malat1^–/–^* mice 7 days after MI. (**C**) Representative histology images of Sirius red staining. Panels show different cross sections from apex to base. Arrowheads indicate persistent scarring. (**D**) Quantification of scarring after MI. *n* = 9 for *Malat1^+/+^* and *n* = 8 for *Malat1^–/–^*. (**E** and **F**) Sirius red staining of heart sections from *Malat1^+/+^* and *Malat1^–/–^* mice 21 days after MI. (**E**) Representative histology images of Sirius red staining. Arrowheads indicate persistent scarring. (**F**) Quantification of scarring. *n* = 9 for *Malat1^+/+^* and *n* = 8 for *Malat1^–/–^*. (**G** and **H**) Echocardiographic analysis 21 days after MI. (**G**) Representative images of hearts in parasternal long-axis. (**H**) Quantification of the left ventricular ejection fraction. *n* = 7 for *Malat1^+/+^* and *n* = 8 for *Malat1^–/–^*. (**I** and **J**) Apoptosis analysis of *Malat1^+/+^* and *Malat1^–/–^* hearts 7 days after MI. (**I**) Representative images showing colocalization of TUNEL and DAPI in *Malat1^+/+^* and *Malat1^–/–^* hearts. (**J**) Quantification of TUNEL-positive cells in infarct, border, and remote zones. *n* = 4 for *Malat1^+/+^* and *n* = 4 for *Malat1^–/–^*. Scale bars: 1 mm (**C** and **E**), 2 mm (**G**), and 20 μm (**I**). Data are shown as mean ± SEM. *P* values were calculated by unpaired, 2-tailed Student’s *t* test (**A**, **D**, **H**, and **J**) or Mann-Whitney *U* test (**F**).

**Figure 2:**
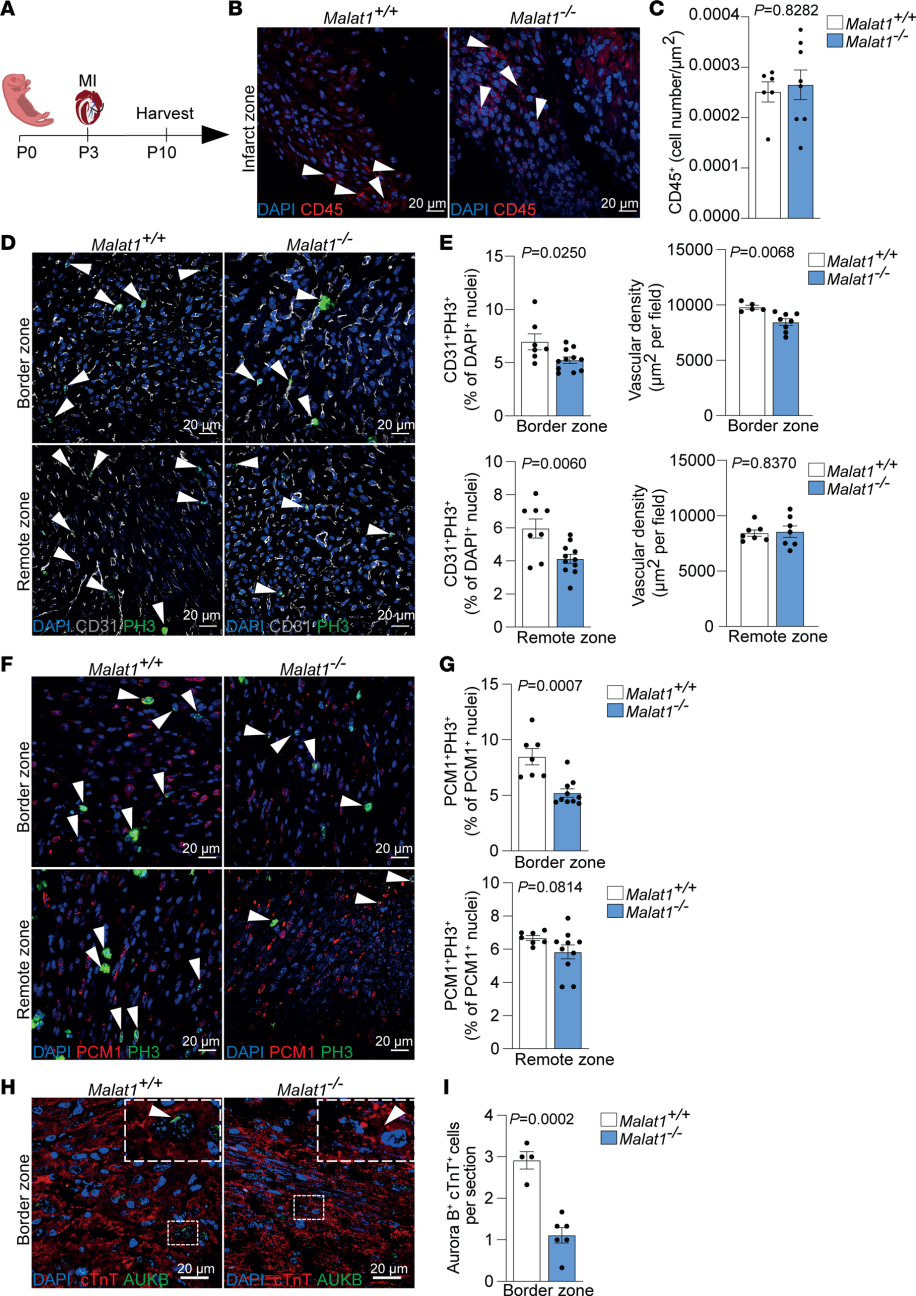
Malat1 deficiency impairs regenerative response and inhibits cardiomyocyte proliferation. (**A**) Schematic of MI experiment in neonatal mice. (**B** and **C**) CD45^+^ cell infiltration in infarct zone 7 days after MI. (**B**) Representative immunofluorescence images showing CD45^+^ cell infiltration in the infarct zone. Arrowheads indicate CD45^+^ cells. (**C**) Quantification of infiltrated CD45^+^ cells. *n* = 6 for *Malat1^+/+^* and *n* = 8 for *Malat1^–/–^*. (**D** and **E**) Vascular density and endothelial cell proliferation analysis 7 days after MI. (**D**) Representative immunofluorescence images of CD31^+^PH3^+^ cells from border (top) and remote (bottom) zones. Arrowheads indicate PH3^+^ endothelial cells. (**E**) Top: Quantification of CD31^+^ cell density (left) in the border zone. *n* = 5 for *Malat1^+/+^* and *n* = 8 for *Malat1^–/–^*. Quantification of CD31^+^PH3^+^ cells (right) in border zone. *n* = 7 for *Malat1^+/+^* and *n* = 11 for *Malat1^–/–^*. Bottom: Quantification of CD31^+^ cells density (left) in the remote zone. *n* = 7 for *Malat1^+/+^* and *n* = 7 for *Malat1^–/–^*. Quantification of CD31^+^PH3^+^ cells (right) in the remote zone. *n* = 8 for *Malat1^+/+^* and *n* = 11 for *Malat1^–/–^*. (**F** and **G**) Cardiomyocyte mitosis 7 days after MI. (**F**) Representative immunofluorescence images showing PH3^+^PCM1^+^ cells (mitotic cardiomyocytes) in border (top) and remote (bottom) zones. Arrowheads indicate PH3^+^PCM1^+^ cells. (**G**) Top: Quantification of PH3^+^PCM1^+^ cells in border zones. Bottom: Quantification of PH3^+^PCM1^+^ cells in remote zones. *n* = 7 for *Malat1^+/+^* and *n* = 10 for *Malat1^–/–^*. (**H** and **I**) Cardiomyocyte cytokinesis 7 days after MI. (**H**) Representative immunofluorescence images showing Aurora B^+^cTnT^+^ cells (dividing cardiomyocytes) in the border zone. (**I**) Quantification of Aurora B^+^cTnT^+^ cells in the border zone. *n* = 4 for *Malat1^+/+^* and *n* = 6 for *Malat1^–/–^*. Scale bars: 20 μm. All data are shown as mean ± SEM. *P* values were calculated by Mann-Whitney *U* test (**C** and **G**, top), unpaired, 2-tailed Student’s *t* test (**E** and **I**), or unpaired, 2-tailed Student’s *t* test with Welch’s correction (**G**, bottom).

**Figure 3:**
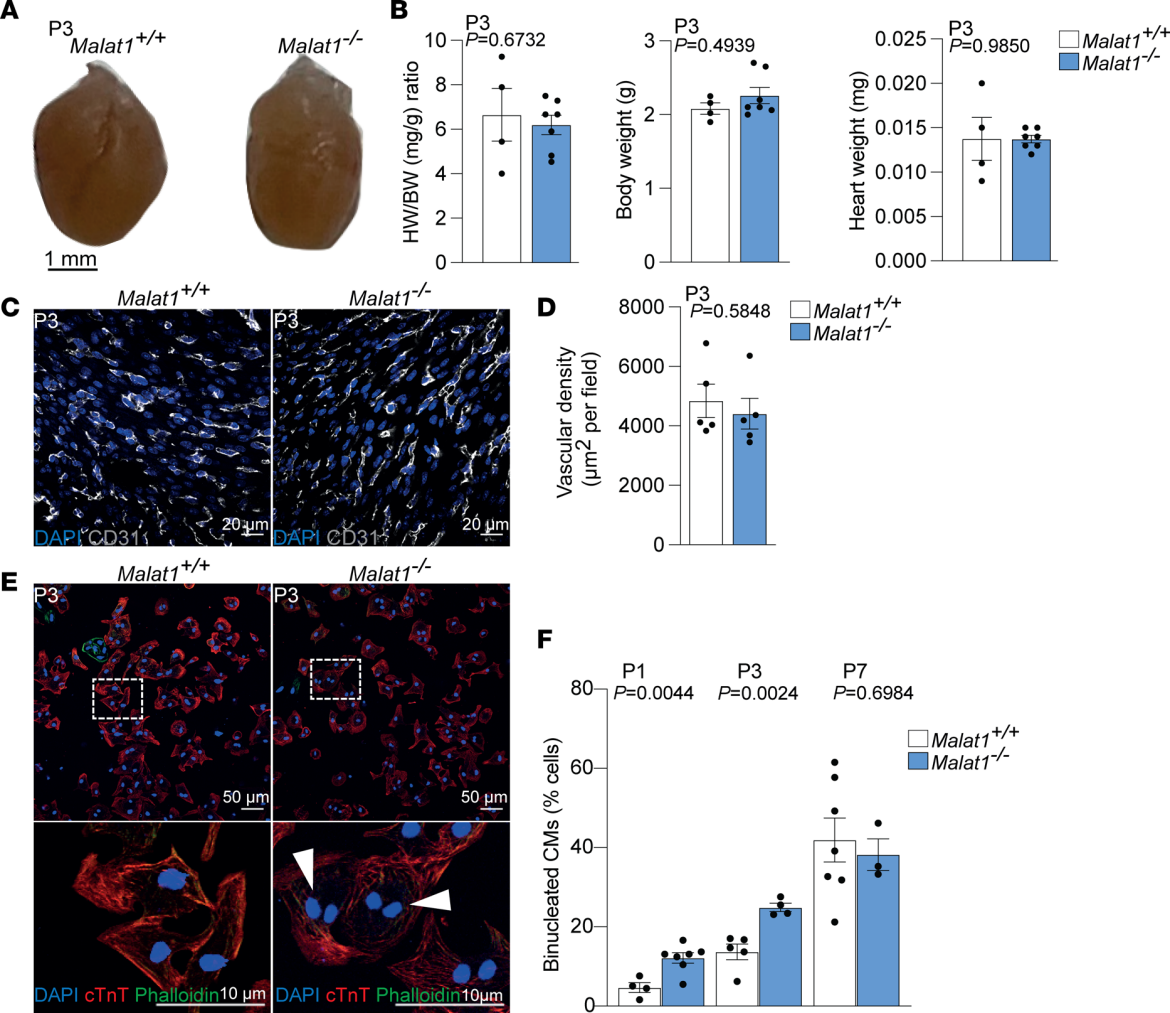
*Malat1^–/–^* mice show increased number of binucleated cardiomyocytes on P3. (**A**) Macroscopic analysis of hearts from *Malat1^+/+^* and *Malat1^–/–^* mice on P3. (**B**) Heart weight (HW) to body weight (BW) ratio, body weight, and heart weight comparisons. *n* *=* 4 for *Malat1^+/+^* and *n* = 7 for *Malat1^–/–^*. (**C** and **D**) Vascular density analysis of *Malat1^+/+^* and *Malat1^–/–^* hearts on P3. (**C**) Representative immunofluorescence images of CD31^+^ cells. (**D**) Quantification of CD31^+^ cell density. *n* = 5 for *Malat1^+/+^* and *n* = 5 for *Malat1^–/–^*. (**E** and **F**) Analysis of cardiomyocyte (CM) binucleation on P1, P3, and P7. (**E**) Representative immunofluorescence images of mono- and binucleated cardiomyocytes on P3. (**F**) Quantification of binucleated cardiomyocytes on P1, P3, and P7. *n* *=* 4 for *Malat1^+/+^* and *n* = 7 for *Malat1^–/–^* (P1), *n* = 5 for *Malat1^+/+^* and *n* = 4 for *Malat1^–/–^* (P3), *n* = 7 for *Malat1^+/+^* and *n* = 3 for *Malat1^–/–^* (P7). Scale bars: 20 μm (**C**) and 50 μm (**E**). Data are shown as mean ± SEM. *P* values were calculated by unpaired, 2-tailed Student’s *t* test between each group for each time point.

**Figure 4:**
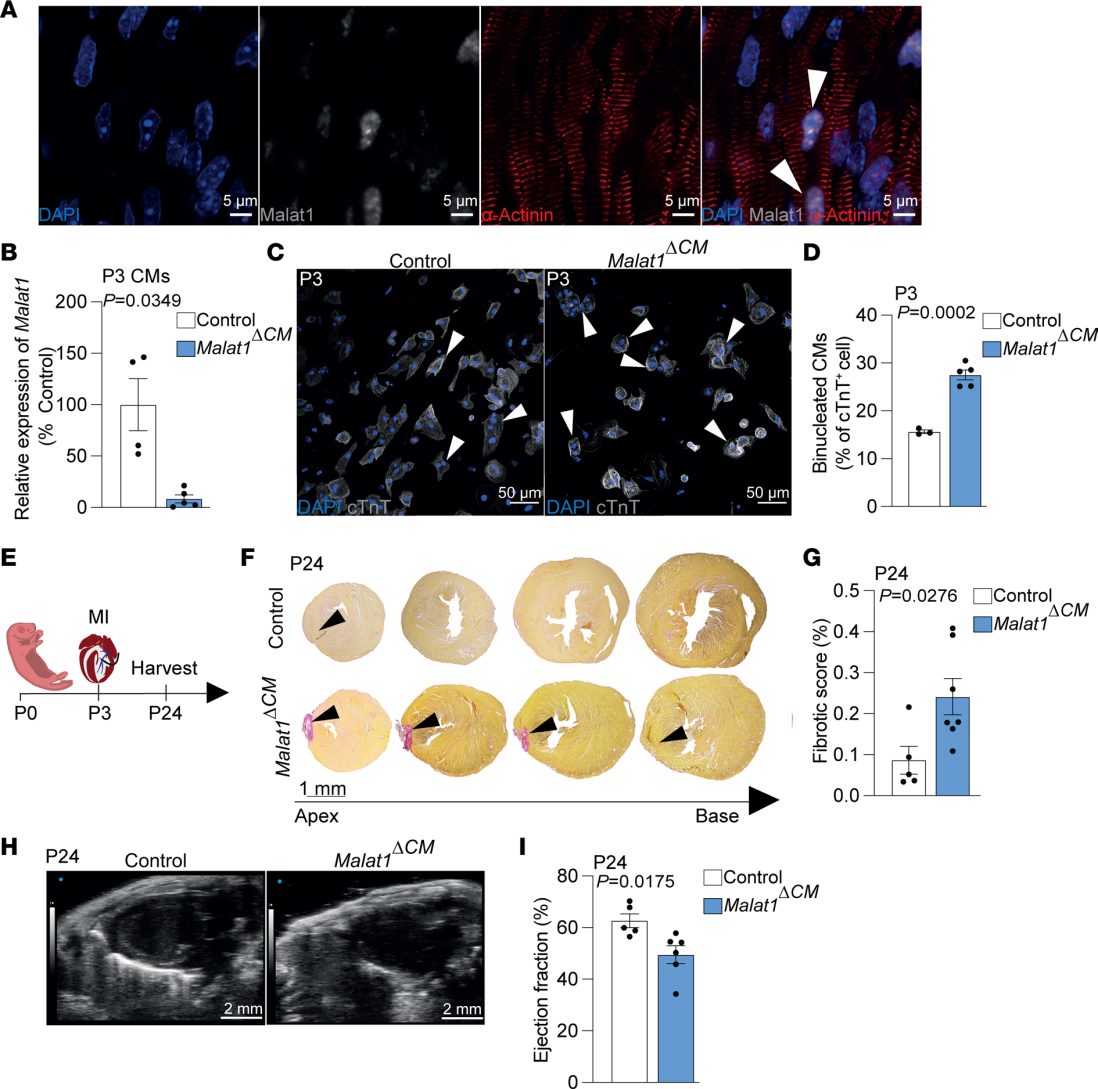
Cardiomyocyte-specific deletion of Malat1 abolishes cardiac regeneration and induces cardiomyocyte binucleation. (**A**) Representative images of RNAscope in situ hybridization. Arrowheads indicate *Malat1* transcripts in neonatal cardiomyocytes (α-Actinin^+^). (**B**) RT-qPCR–based detection of *Malat1* levels in control and *Malat1^ΔCM^* cardiomyocytes (CMs) on P3. (**C**) Representative immunofluorescence images of isolated cardiomyocytes (cTnT^+^ cells) from control and *Malat1^ΔCM^* mice on P3. Arrowheads indicate binucleated cardiomyocytes. (**D**) Quantification of binucleated cardiomyocytes on P3. *n* = 3 for control and *n* = 5 for *Malat1^ΔCM^*. (**E**) Schematic of MI experiment in neonatal mice. (**F**) Representative histology images of Sirius red staining 21 days after MI. Arrowheads indicate persistent scarring. (**G**) Quantification of scarring. *n* = 5 for control and *n* = 7 for *Malat1^ΔCM^*. (**H**) Representative images of echocardiography analysis of the hearts in parasternal long axis. (**I**) Quantification of the left ventricular ejection fraction. *n* = 5 for control and *n* = 6 for *Malat1^ΔCM^*. Scale bars: 5 μm (**A**), 50 μm (**C**), and 2 mm (**H**). Data are shown as mean ± SEM. *P* values were calculated by unpaired, 2-tailed Student’s *t* test with Welch’s correction (**B**) or unpaired, 2-tailed Student’s *t* test (**D**, **G**, and **I**).

**Figure 5:**
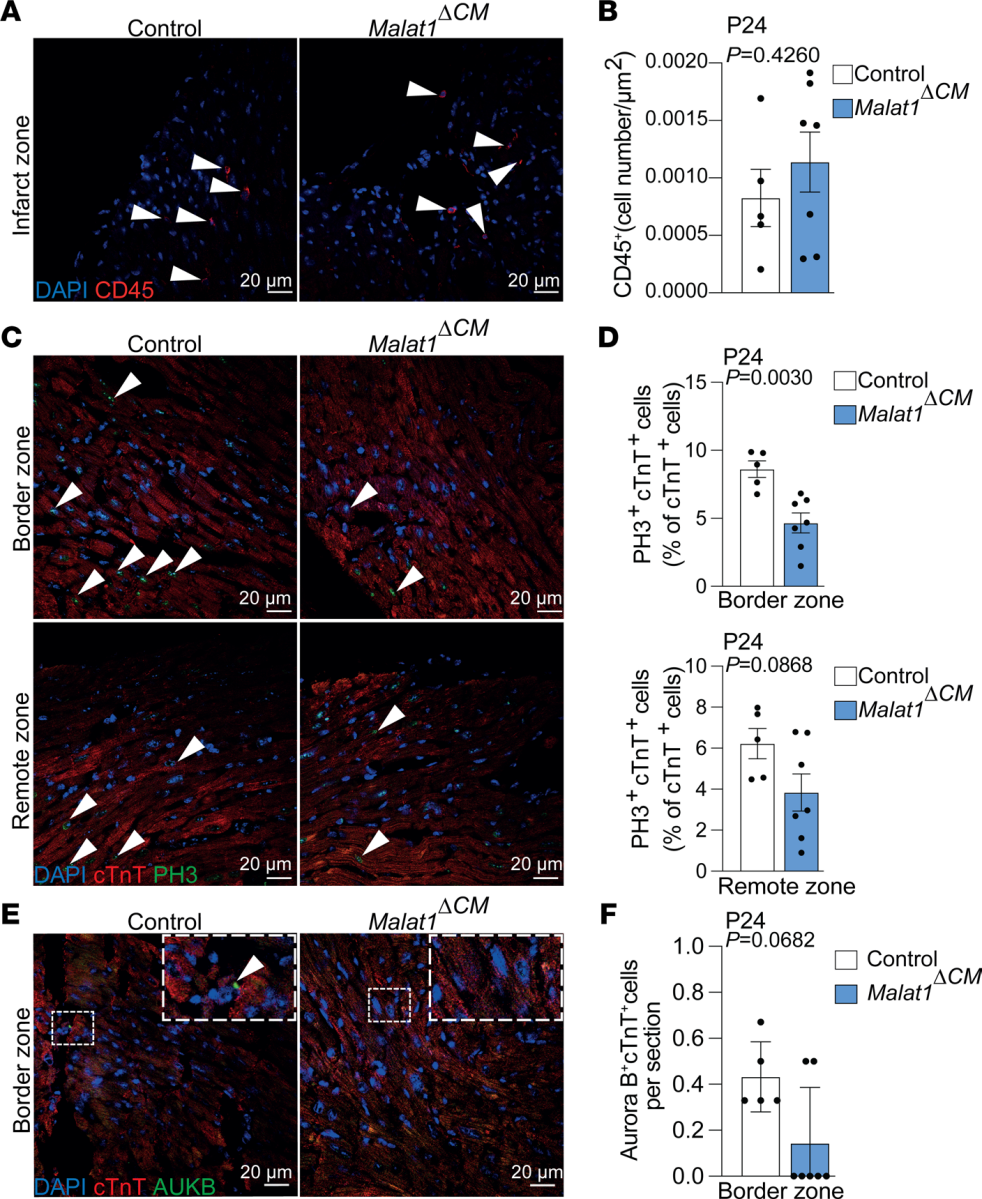
Cardiomyocyte-specific deletion of Malat1 reduced cardiomyocyte proliferation 21 days after MI. (**A** and **B**) CD45^+^ cell infiltration in infarct zone 21 days after MI. (**A**) Representative immunofluorescence images showing CD45^+^ cell infiltration in the infarct zone. Arrowheads indicate CD45^+^ cells. (**B**) Quantification of infiltrated CD45^+^ cells. *n* = 5 for Control and *n* = 7 for *Malat1^ΔCM^*. (**C** and **D**) Cardiomyocyte mitosis 21 days after MI. (**C**) Representative immunofluorescence images showing PH3^+^cTnT^+^ cells (mitotic cardiomyocytes) in border (top) and remote (bottom) zones. Arrowheads indicate PH3^+^cTnT^+^ cells. (**D**) Top: Quantification of PH3^+^cTnT^+^ cells in border zones. Bottom: Quantification of PCM1^+^PH3^+^ cells in remote zones. *n* = 5 for Control and *n* = 7 for *Malat1^ΔCM^*. (**E** and **F**) Cardiomyocyte cytokinesis 7 days after MI. (**E**) Representative immunofluorescence images showing Aurora B^+^cTnT^+^ cells (dividing cardiomyocytes) in the border zone. (**F**) Quantification of Aurora B^+^cTnT^+^ cells in the border zone. *n* = 5 for Control and *n* = 7 for *Malat1^ΔCM^*. Scale bars: 20 μm. Data are shown as mean ± SEM. *P* values were calculated by unpaired, 2-tailed Student’s *t* test (**B** and **D**) or Mann-Whitney *U* test (**F**).

**Figure 6:**
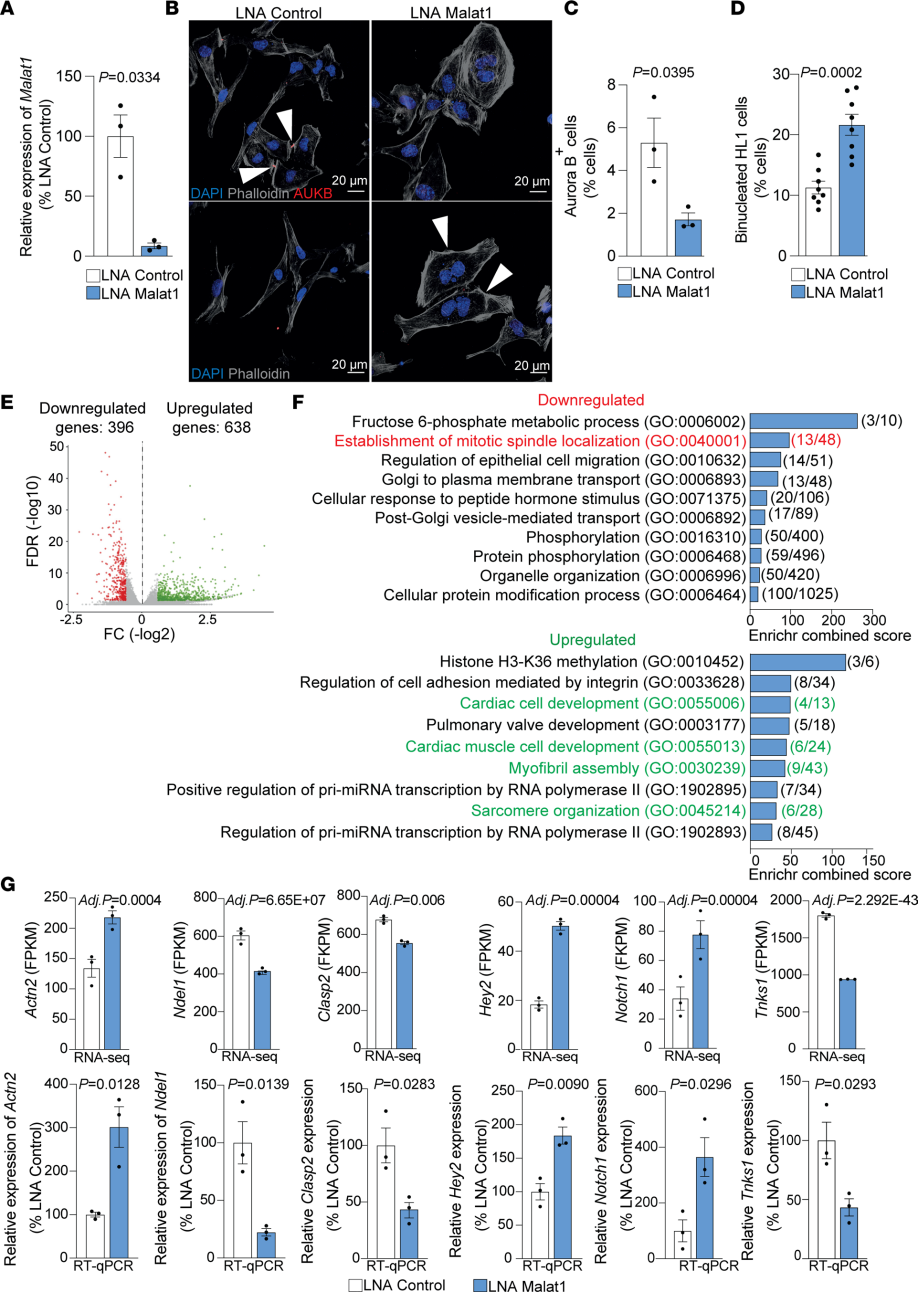
LNA-mediated silencing of Malat1 induces binucleation in mouse HL-1 cells and regulates cardiac maturation and mitosis-associated gene expression. (**A**) RT-qPCR–based confirmation of *Malat1* silencing in mouse HL-1 cells. *n* = 3. (**B**–**D**) Proliferation and binucleation analysis after *Malat1* silencing in mouse HL-1 cells. (**B**) Representative immunofluorescence images of binucleated (upper figures) or proliferating cells (lower figures, Aurora B^+^ cells). Scale bars: 20 μm. (**C**) Quantification of Aurora B^+^ mouse HL-1 cells (proliferating cells) 48 hours after *Malat1* silencing. *n* = 3. (**D**) Quantification of binucleated mouse HL-1 cells 72 hours after *Malat1* silencing. *n* = 8. (**E**) Volcano plot of down- and upregulated genes upon *Malat1* silencing. *P* < 0.05, log_2_(fold change) < –0.585 or > 0.585, FDR ≤ 0.5. (**F**) GO enrichment analysis of differentially expressed genes. Numbers in brackets indicate the number of genes regulated in the GO terms. (**G**) Representation of gene expression analysis of selected genes by RNA sequencing (upper row) and confirmation by RT-qPCR analysis (bottom row). *n* = *3*. Data are shown as mean ± SEM. *P* values were calculated by unpaired, 2-tailed Student’s *t* test with Welch’s correction (**B**) or unpaired, 2-tailed Student’s *t* test (**C**–**E**).

**Figure 7:**
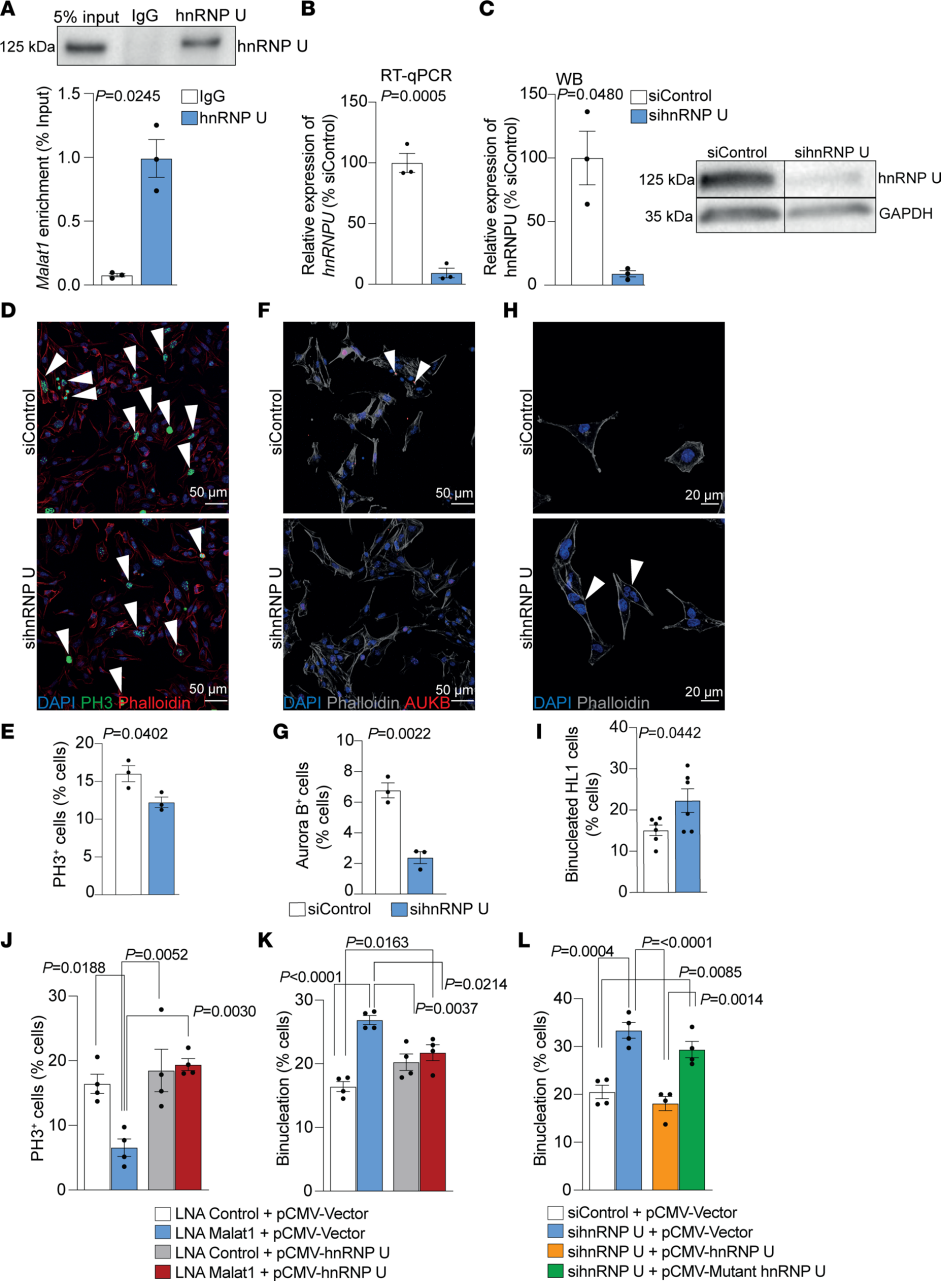
Malat1 interacts with hnRNP U and hnRNP U deficiency induces binucleation in HL-1 cells. (**A**) Enrichment of *Malat1* in anti–hnRNP U immunoprecipitations. *n* =3. (**B** and **C**) RT-qPCR– and Western blot–based confirmation of hnRNP U silencing in HL-1 cells. Representative image of Western blot is shown. Lanes were run on the same gel but were noncontiguous; the complete Western blot is shown in Supplemental Figure 3F. *n* = 3. (**D** and **E**) Analysis of HL-1 cell proliferation 48 hours after hnRNP U knockdown. (**D**) Representative immunofluorescence images of PH3^+^ (mitotic) cells. Arrowheads indicate mitotic HL-1 cells. (**E**) Quantification of PH3^+^ HL-1 cells. *n* = 3. (**F** and **G**) Cytokinesis of HL-1 cells 48 hours after hnRNP U knockdown. (**F**) Representative immunofluorescence images of Aurora B^+^ (proliferating) HL-1 cells. Arrowheads show proliferating HL-1 cells. (**G**) Quantification of Aurora B^+^ HL-1 cells *n* = 3. (**H** and **I**) Binucleation analysis of HL-1 cells 72 hours after hnRNP U knockdown. (**H**) Representative immunofluorescence images of binucleated HL-1 cells. Arrowheads indicate binucleated cells. (**I**) Quantification of binucleated HL-1 cells. *n* = 6. (**J**) Quantification of PH3^+^ HL-1 cells after Malat1 knockdown and hnRNP U overexpression. *n* = 4. (**K**) Quantification of binucleated HL-1 cells after Malat1 knockdown and hnRNP U overexpression. *n* = 4. (**L**) Quantification of binucleated HL-1 cells after wild-type and mutant hnRNP U overexpression. *n* = 4. Scale bars: 50 μm (**D** and **F**) and 20 μm (**H**). Data are shown as mean ± SEM. *P* values were calculated by unpaired, 2-tailed Student’s *t* test with Welch’s correction (**A** and **C**), Student’s *t* test (**B** and **D**–**I**), or 1-way ANOVA with Tukey’s multiple-comparison test (**J–L**).

How the deposited data were processed for this re-analysis (not part of the article)

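RNA from HL-1 cells, a mouse atrial cardiomyocyte line, was sequenced after transfection with 50 nM of LNA Control or LNA Malat1, with 3 libraries per group. Conditions and replicate numbers were taken from the sample labels and the paper before the data were examined. By the paper's methods, the authors trimmed the reads with Trimmomatic 0.39, aligned them with STAR 2.7.7a to mm10 with Ensembl release 101, counted reads at least partly on exons per gene with featureCounts 1.6.5, excluded reads overlapping multiple genes or aligning to multiple regions, and then tested the genes with DESeq2. The values the authors deposited are a score and not raw counts, namely the count of each gene normalized by one factor per library and rounded to whole numbers. They are called normalized counts here. In LNA Control replicate 1, all 24 whole numbers below 300 that its recovered factor skips are absent from the column, as are 22 of 24 in replicate 2.

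Because the values are rounded normalized counts, tests made for raw counts were not used on them. The recovered reads are approximate, and limma's voom, which is made for counts, was run on them only as an alternative. The design set before the data were examined names limma for normalized values. Genes with a mean normalized count of at least 5 (15650 of 21269 genes) were tested with limma 3.58.1 in R 4.3.3 on log2(normalized count + 1), with lmFit and eBayes with an intensity trend, two-sided, with Benjamini-Hochberg adjustment. A gene was called at an adjusted p of at most 0.05 and a fold change of at least 1.5, the thresholds of the paper's methods. On simulated data with the real gene means and 200 changed genes among 15445, the test recovered 99% of the changed genes and called 4 unchanged genes. All simulated changes were at least 2-fold and lay outside the genes with low counts. The same dispersion was set for all genes, with no shift of low counts between groups. The simulation therefore does not test changes near 1.5-fold, changes at low counts, or false calls under such a shift.

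GO terms were tested with Fisher's exact test (two-sided, scipy) on the called genes among all genes tested, using the terms that the authors' table lists for each gene. Lists of genes fixed before the data were examined were tested with limma's cameraPR on the moderated statistics, with adjustment over the 7 lists. The genes named in the text follow a rule fixed before the data were examined: Malat1, the genes the paper names for HL-1 cells, the 5 called genes with the largest rise and the 5 with the largest fall whose groups do not overlap, called members of the GO terms tested, and members of the gene lists, which include the neighbours of Malat1 on chromosome 19. Which members of the lists are printed singly was chosen after their values were seen. Numbers in the text that concern the other Ces2 genes, and the 3 spindle localization genes Mcph1, Gpsm2, and Nde1 with Kpnb1 and Wdr81, were chosen after their values were seen.

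The factor of each library was recovered from the gaps and repeats that rounding leaves in its values, which gave between 4512253 and 5592464 reads on genes per library. For LNA Malat1 replicate 2 the factor was less certain (0.992 to 1.0). Reads are not independent molecules, so the chi-square comparison of replicates covers counting error only. LNA Malat1 replicates 1 and 3, the closest pair, were counted as 1 sample in mean ± SD. Their differences over all genes compared did not exceed the sampling noise. Those of replicates 1 and 2 did not either (1.01 per gene, chi-square p = 0.15), so this criterion alone does not single out the pair. An exact permutation test of 3 against 3 libraries cannot give a p under 0.1, so single genes were tested only in the model across genes.

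Gene positions are those of the authors' table (mm10, counted from 1). Of its 21269 genes, 21224 have an identifier in GENCODE M21 on the same build, and 21036 have the same chromosome, start, and end there. Exonic length and GC content were taken from GENCODE M21.

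Alternatives set before the data were examined were the replicate number as a block, pseudocounts of 0.1 and 5, median-of-ratios scaling and quantile normalization, no filter or a mean of at least 50, no fold change minimum, a fold change of at least 2, a test against a 1.5-fold change, and leaving out each library. For the gene lists, regression on exonic length and GC content was also set before the data were examined. The pairing by replicate number comes from the sample labels. Alternatives chosen after seeing the data were library totals set equal, limma's voom weights on the recovered reads, LNA Malat1 replicates 1 and 3 as 1 sample, and for the GO terms the scalings and the genes with any GO term as the background. The microscopy, RT-qPCR, and mouse experiments were not analysed here.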

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

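All tests of explanations below were chosen for the pattern they concern after it was seen, and what each would show was written before it was run, except for the first of the 2 tests of uniform background reads, written after. Some of the tests use settings fixed before the data were examined. These settings were median-of-ratios scaling, quantile normalization, and, for the gene lists, regression on exonic length and GC content. The paper does not report on the following 3 results.

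Genes with low counts were higher in LNA Malat1. The median log2 fold change of the 1763 genes with a mean normalized count of 5 to below 10 was 0.43. Their normalized counts summed to 9758, 9627, and 11719 in LNA Control replicates 1, 2, and 3 and to 14958, 13960, and 14789 in LNA Malat1. The 69 olfactory and vomeronasal receptor genes of the table, a group chosen after its values were seen, summed to 378, 531, and 809 against 1142, 1015, and 1245. The shift was 0.48 in the median of antisense genes, 0.33 in lincRNA genes, and -0.02 in protein-coding genes, and under quantile normalization it was 0.13, 0.06, and -0.01. The value of the antisense genes is uncertain, because the paper does not state whether the counting used the strand. Sequencing depth does not account for the rise of genes with low counts. After thinning to equal depth, every LNA Control library still had at least 542 more genes at 0 than any LNA Malat1 library. A uniform background of reads, such as genomic DNA, would add the same amount per kilobase. The rise per exonic kilobase of noncoding genes was 5.8 times larger at 3 to 6 normalized reads per kilobase than at 0.3 to 0.6, but the rise itself helps to place genes in these groups. With the genes grouped by 1 LNA Control library that was left out of the rise, the ratio was 2.72, 3.14, and 3.05 for replicates 1, 2, and 3, so that a uniform background does not account for the whole rise and may add a part of it. Exonic length and GC content left a median of 0.34 after loess correction. Reads of overlapping genes do not account for it either, since the noncoding genes that overlap no other gene had a median of 0.34. The authors' normalization used a single factor per library, which moves all genes of a library alike. The median was 0.43 for genes with a mean of 5 to below 10 and -0.05 for those with at least 500. The 2 medians were 0.42 and -0.06 under median-of-ratios scaling and 0.47 and -0.01 with library totals set equal. The gap between low and high counts stayed under each single factor, which argues against that factor as its source. Quantile normalization gave -0.11 and 0.01, but it forces the libraries to the same distribution and so cannot decide this. A difference between libraries that is not the LNA remains open. Control replicate 3 lay above replicates 1 and 2 by a median of 0.23 in the genes with a mean of 5 to below 20, against 0.45 for LNA Malat1. Across genes, changes that share no library (LNA Malat1 against one of these controls, and control 3 against the other) correlated at 0.131 and 0.216. Among the upregulated genes, control replicate 3 was the highest control in 42.8%, where 1 in 3 is expected by chance. Among the downregulated genes, control replicate 3 was the lowest control in 28.2%, which is under that share and does not go with such a difference. The LNA libraries and a difference in RNA composition or library preparation cannot be told apart here.

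The targets of p53 rose as a list. All 17 tested genes had a log2 fold change above 0 (lowest 0.00, highest 0.56), with a mean that exceeded that of all tested genes by 0.16 (cameraPR adjusted p = 1.8e-05, and 1.3e-05 with the replicate block). None passed the 1.5-fold minimum, and 11 had an adjusted p of at most 0.05 (limma). Trp53inp1 had a log2 fold change of 0.56, Ddb2 of 0.55, Cdkn1a of 0.35, and Mdm2 of 0.35. The cameraPR adjusted p was 2.6e-05 after exonic length and GC content were regressed out and at most 5.9e-05 under the scaling alternatives, with a range of 5.1e-08 to 0.00032 over all alternatives. Median-of-ratios scaling and equal library totals move all genes of a library alike, so they cannot test the difference from all genes. Quantile normalization can, and gave a difference of 0.314. The difference between control replicate 3 and the other controls ran the other way for this list (-0.12 against all tested genes). Of the 4 splits of the libraries that part all same-numbered pairs, 1, the real one, gave a list result as large, which is the lowest share the design allows. Among all 10 splits, 2 did, so the list test also responds to differences between single libraries. A mild p53 response to the loss of Malat1 or to the gapmer itself is a hypothesis that these libraries cannot separate from a split by chance.

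Ces2f had a log2 fold change of 4.58, the largest of the called genes at a pseudocount of 1, and its lowest value under the scaling alternatives was 4.24. With a pseudocount of 0.1 and with voom weights, Vmn1r218, listed at 0 in the 3 LNA Control libraries, ranked above it. The paralogs Ces2e and Ces2g rose as well, with log2 fold changes of 2.69 and 2.17. Reads shared between these similar genes may account for part of the changes, although the authors left out reads that aligned to multiple regions. A common regulation of the 3 neighbouring genes is a hypothesis that was not tested.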

How the results depend on the processing

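Malat1 kept its direction and its adjusted p under the threshold in all alternatives run, with log2 fold changes from -0.88 to -0.75 across the 6 fits that each left out a library. With the replicate block, 1739 genes were called, and the log2 fold change of Malat1 was -0.80.

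The counts of genes moved with the thresholds. The 1709 genes became 666 (317 up) with a mean of at least 50, 4426 (2231 up, 2195 down) without a fold change minimum, 841 (742 up, 99 down) at a fold change of 2, and 291 (192 up, 99 down) when a 1.5-fold change was itself tested. Quantile normalization called 748 up and 718 down, so that 51.0% of the called genes were up against 73.3%; no scaling moved the median of all genes by more than 0.036. With LNA Malat1 replicates 1 and 3 as 1 sample, 831 were up. Leaving out each library gave from 1222 to 2015 genes, from 810 to 1582 up and from 406 to 475 down.

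For the GO terms, observed over expected calls are given. Cardiac cell development (2.05) was 1.28 without a fold change minimum (Fisher's exact p = 0.44) and 1.76 to 2.80 with a library left out, where it lost a Fisher's exact p of 0.05 without LNA Control replicate 3 (0.067) and LNA Malat1 replicate 1 (0.21). It was 3.68 with a mean of at least 50, 3.42 under quantile normalization, and 3.17 against genes with a GO term. Cardiac muscle cell development (1.92) was 3.15 with a mean of at least 50, 3.22 under quantile normalization, 2.98 against genes with a GO term, and 1.49 to 2.59 with a library left out. Myofibril assembly (2.63) was 5.09 with a mean of at least 50, 4.40 under quantile normalization, and 2.03 to 3.21 with a library left out, where it lost a Fisher's exact p of 0.05 without LNA Control replicate 2 (0.079) and LNA Malat1 replicate 1 (0.13). Sarcomere organization (2.08) was 5.52 with a mean of at least 50, 3.49 under quantile normalization, 2.59 with voom weights, 3.14 with LNA Malat1 replicates 1 and 3 as 1 sample, 3.23 against genes with a GO term, and 0.68 to 2.90 with a library left out, the lowest without LNA Control replicate 2. Mitotic spindle localization (1.90) was 2.77 without a fold change minimum, where it passed p of 0.05, and 1.83 to 4.02 with a library left out. By cameraPR, the mean log2 fold change of the members less that of all genes was -0.004, -0.014, 0.131, and -0.289 for cardiac cell development, cardiac muscle cell development, myofibril assembly, and spindle localization. The cause was not tested for any of these.

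Of the gene lists, those for p53 targets, maturation, and the Notch pathway kept direction and side of the threshold in all alternatives run. Under quantile normalization the proliferation list went from -0.168 to 0.004 and the cytokinesis list from -0.156 to 0.011. With a library left out, the interferon list ranged from -0.061 to 0.110 (adjusted p = 0.03 without LNA Control replicate 2, and 0.03 to 0.64 over all alternatives) and the list of Malat1 neighbours from -0.304 to -0.238 (adjusted p = 0.049 without LNA Control replicate 2 and 0.038 without LNA Malat1 replicate 3, and 0.038 to 0.22 over all alternatives).  Of 756 comparisons of 54 other named genes with an alternative, 732 kept direction and side of the adjusted p threshold, 21 were weaker (including Ttn under quantile normalization, which sets a gene that ranks first in every library to one value and so cannot test it), 1 stronger, and 2 reversed (Aurkb, 0.02 under quantile normalization and 0.00 with equal totals). The call, which also needs a 1.5-fold change, was lost in 30 of these comparisons, in 13 of the 35 called genes, and gained in 8.

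Of the 10 splits of the 6 libraries, 4 part all same-numbered pairs. The real split, 1 of these 4, was alone in calling any gene, and so alone for each GO term. The other 9 splits called 0 genes and had between 94 and 503 genes with an unadjusted p under 0.05, against 6230. For the lists, as large a result came from 1 of the 4 for proliferation, maturation, and p53 targets, 2 for the Notch, interferon, and neighbour lists, and 3 for cytokinesis. Over all 10 splits it came from 1 for maturation, 2 for p53 targets, and 3 for the proliferation and neighbour lists. It came from 4 for Notch, 6 for cytokinesis, and 7 for interferon, so the list test also responds to differences between single libraries. The cameraPR test of the spindle term was not run on the splits. The 6 other splits keep a same-numbered pair together. A share of 1 in 4 or 10 cannot exclude a grouping by chance.

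The DESeq2 and edgeR tests of the plan were not run, because the values are rounded normalized counts and the recovered reads are approximate. The plan had named a count test on recovered reads as an alternative, so this planned comparison is missing. Genes with a mean of 5 to below 10 rest on few reads each.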

Differences from the paper's values

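The paper reports 1034 differentially expressed genes, and 1709 were called here. It reports 638 upregulated genes, and 1252 were called here. The downregulated genes were 457 against the paper's 396. Of the alternatives set before the data were examined, quantile normalization (1466 genes, 748 up), a fold change of at least 2 (841 genes, 742 up), and leaving out LNA Control replicate 2 (1390 genes, 953 up) or LNA Malat1 replicate 1, 2, or 3 (1222, 1304, and 1269 genes, 810, 898, and 812 up) came within 1.5 times of both numbers, and the others did not. Of these, quantile normalization (718 genes down) and a fold change of at least 2 (99 genes down) moved away from the paper's downregulated genes. LNA Malat1 replicates 1 and 3 as 1 sample, an alternative chosen after seeing the values, also came within 1.5 times of both numbers (1259 genes, 831 up, 428 down).

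Malat1 in LNA Malat1 was at about 8% of LNA Control in Fig. 6A, read by eye, where the paper measured it by RT-qPCR. The RNA sequencing values analysed here leave 57.2%, and none of the alternatives set before the data were examined closed the gap.

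In Fig. 6F, read by eye, about 4 genes are shown for cardiac cell development, and 9 upregulated genes were counted here. The alternatives with a mean of at least 50 and without LNA Malat1 replicate 1 gave 5, as did a fold change of at least 2, and the other alternatives set before the data were examined did not come within 1.5 times. For the establishment of mitotic spindle localization, about 13 genes are shown in Fig. 6F, read by eye, and 1 downregulated gene was counted here, or 7 without a fold change minimum. None of the alternatives set before the data were examined closed the gap. The term sets of the paper's GO database and those of the authors' table differ in size. The spindle set used here also lacks Numa1, Tnks, and Clasp2, which the paper's discussion relates to this term. The gene counts therefore do not compare like sets.

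The paper names Ankrd1 as upregulated and Numa1, Ndel1, Clasp1, and Clasp2 as downregulated. Here each moved in the stated direction without passing the 1.5-fold minimum, with log2 fold changes of 0.53, -0.20, -0.54, -0.55, and -0.29. Without a fold change minimum, an alternative set before the data were examined, all 5 were called. Ankrd1 was also called under quantile normalization and without LNA Malat1 replicate 3 (log2 fold change 0.59 in each), and Ndel1 without LNA Control replicate 3 (log2 fold change -0.59). The paper states an enrichment of sarcomere organization and cardiac muscle cell development among upregulated genes. Against all genes tested, the Fisher's exact p was 0.12 and 0.066 here. These genes include those without a GO term, which cannot belong to any term. Against the genes with any GO term, a background chosen after seeing the values, Fisher's exact p was 0.033 and 0.0048. Cardiac muscle cell development passed a p of 0.05 with a mean of at least 50, and without LNA Control replicate 1 or LNA Malat1 replicate 2 or 3. Sarcomere organization passed it with a mean of at least 50 and without LNA Malat1 replicate 2, and both did under alternatives chosen after seeing the values, namely quantile normalization and genes with any GO term as the background. Sarcomere organization also passed with 2 others so chosen, voom weights and LNA Malat1 replicates 1 and 3 as 1 sample. The spindle term passed only without a fold change minimum and by cameraPR (adjusted p = 0.0015), the latter given with the deposited normalization only.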

Other observations

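The tests of explanations below were chosen for the pattern they concern after it was seen.

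The 3 LNA Malat1 libraries differed from one another less than the LNA Control libraries did. The chi-square per gene was 0.95, 1.01, and 1.16 for their pairs and 1.77, 2.09, and 4.18 for the LNA Control pairs. In the genes with at least 1600 reads it was 1.10, 1.66, and 2.02 for the LNA Malat1 pairs. A factor recovered wrongly is an unlikely cause, because moving the factor of replicate 1 or 3 by 5% gave at most 0.98. Libraries prepared from a common pool of RNA are a candidate explanation that was not tested. If the 3 libraries are not independent cultures, the spread within LNA Malat1 understates the biological spread, and adjusted p values from all 6 libraries are too small.

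Long genes were more often downregulated. Of the 283 tested genes that span at least 300 kilobases, 19.8% were downregulated and 4.9% upregulated, against 1.5% and 9.3% of the 5628 genes under 10 kilobases. The median span was 50722 bases for downregulated, 13599 for upregulated, and 17602 for all tested genes. Across genes, which are not independent replicates, span and log2 fold change had a Spearman correlation of -0.188. After loess correction for exonic length and GC content it was -0.108. Among genes with a mean of at least 100 it was -0.096, so that part of the correlation may come from short genes with low counts. Span also correlated at -0.107 with the difference of LNA Control replicate 3 from the other controls, so the pattern cannot be told apart from a difference between libraries. 

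Malat1 in the LNA Malat1 libraries was between 56.4% and 58.7% of LNA Control under the scaling alternatives, so that a shift of all genes by the normalization does not account for the share left in the RNA sequencing (lowest 56.4%). RT-qPCR reads a short amplicon and the counts cover the whole transcript. Whether fragments of the cut RNA remained was not tested.

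Near Malat1 on chromosome 19, Neat1 had a log2 fold change of -0.41 (limma adjusted p = 0.00045) and Frmd8 of -0.48 (limma adjusted p = 0.0024). Of the 16 tested neighbours, 12 were lower, 5 of them with an adjusted p of at most 0.05, and none were called; the largest fall (-0.61) did not pass the adjusted p. As a list they did not pass the threshold with all libraries (cameraPR adjusted p = 0.10, and 0.085 with the replicate block), and did in 2 of the 6 fits that left out a library.

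The paper studies hnRNP U and hnRNP C by other assays. In these libraries Hnrnpu had a log2 fold change of 0.09 (limma adjusted p = 0.30) and Hnrnpc of -0.09 (limma adjusted p = 0.20). Rplp0 did not differ detectably (log2 fold change -0.09, limma adjusted p = 0.40). Myh10, a nonmuscle myosin gene of the cytokinesis list, fell to 76.8% of LNA Control (log2 fold change -0.39, limma adjusted p = 0.00036). The interferon list, fixed in advance as a check on transfection, did not pass the threshold with all libraries (difference 0.03, cameraPR adjusted p = 0.21), and did without LNA Control replicate 2 (adjusted p = 0.03).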
